# Abscisic acid and GIGANTEA signalling converge to regulate the recruitment of CONSTANS to the *FT* promoter and activate floral transition

**DOI:** 10.1093/jxb/eraf199

**Published:** 2025-05-12

**Authors:** Alice Robustelli Test, Giorgio Perrella, Beatrice Landoni, Sara Colanero, Aldo Sutti, Paolo Korwin Krukowski, Tianyuan Xu, Elisa Vellutini, Giulia Castorina, Massimo Galbiati, Damiano Martignago, Eirini Kaiserli, Chiara Tonelli, Lucio Conti

**Keywords:** Environmental and stress responses, florigen signalling, flowering time regulation, regulation of gene expression

## Abstract

Plants align flowering with optimal seasonal conditions to increase reproductive success. This process depends on modulating signalling pathways that respond to diverse environmental and hormonal inputs, thereby regulating the transition to flowering at the shoot apical meristem. In Arabidopsis, long-day photoperiods stimulate the transcription of *FLOWERING LOCUS T* (*FT*), encoding the main florigenic signal. *FT* activation is mediated by the transcriptional regulator CONSTANS (CO), which binds to the CO-responsive elements (COREs) located in the proximal *FT* promoter region. The phytohormone abscisic acid (ABA) also contributes to *FT* activation together with GIGANTEA (GI) to regulate drought escape. Whether CO is a target of ABA and GI actions for the regulation of *FT* is, however, unknown. Here, we report that ABA and its signalling components promote CO recruitment to CORE1/2, without causing reductions in the diel pattern of CO protein accumulation. ChIP-seq analyses show that ABA broadly shapes the CO DNA binding landscape, which is enriched at the promoters of genes involved in the response to abiotic stress. We also found that GI promotes CO recruitment to the CORE1/2 region, and that CO recruitment is required for the accumulation of RNA polymerase II at the transcription start site of *FT*. Finally, we show that GI and ABA signalling pathways are largely epistatic in the control of flowering time, suggesting their involvement in the same molecular process. Taken together, these observations suggest that varying water deficit conditions modulate CO recruitment and *FT* expression, thus dictating drought escape strategies in Arabidopsis.

## Introduction

During floral transition, plants shift from vegetative to reproductive growth. This complex process is orchestrated by a combination of internal (e.g. age) and external (environmental) signals that ultimately cause transcriptional reprogramming and changes of cell fates in young primordia located at the shoot apical meristem. At the molecular level, these signals are relayed through a multitude of molecular pathways, hormonal signalling cascades, and transcriptional events that unfold at different temporal and tissue scales. Variations in daylengths (photoperiod) play a key role in regulation of flowering time whose measurement occurs in the vascular tissue of leaves (Garner and Allard, 1920; Wigge *et al*., 2005; Song *et al*., 2015; Gendron and Staiger, 2023). Following perception of an inductive photoperiod condition, a specialized protein signal referred to as florigen is produced and exported systemically to activate floral transition at the shoot apical meristem (Zeevaart, 1976; Bernier *et al.*, 1993). In Arabidopsis, the photoperiodic cascade is activated under long-day (LD) conditions and requires the activity of three key genes, namely *GIGANTEA* (*GI*), *CONSTANS* (*CO*), and *FLOWERING LOCUS T* (*FT*) (Song *et al.*, 2015). *GI* is a key activator of the network and encodes a plant-specific protein with unclear molecular functions. GI forms an oscillatory (diel-regulated) complex with blue light receptors to set the stage for the transcriptional activation of *CO* during late afternoon in LDs (Suárez-López *et al.*, 2001; Imaizumi *et al.*, 2005; Sawa *et al.*, 2007; Fornara *et al.*, 2009; Ito *et al.*, 2012). Light-stabilized CO protein promotes the transcriptional activation of *FT*, encoding the main florigen of Arabidopsis, so that peak *FT* transcript accumulation occurs at dusk under controlled growth conditions (Kardailsky *et al.*, 1999; Kobayashi *et al.*, 1999; Valverde *et al.*, 2004; Corbesier *et al.*, 2007; Song *et al.*, 2018).

The molecular mechanisms that lead to the stabilization of CO, its post-translational modifications, binding to specific DNA *cis*-elements, and interactions with a diverse array of co-regulators are collectively important to fine-tune the expression of *FT* (Takagi *et al.*, 2023). CO binds to *FT* regulatory regions at the CO response elements (COREs) and *P1/2* sites. These are 4 bp TGTG core motifs located in the proximal promoter of *FT* (−285 bp from ATG), broadly corresponding to the Block A regulatory region (Adrian *et al.*, 2010; Tiwari *et al.*, 2010; Hayama *et al.*, 2017; Lv *et al.*, 2021). CO binding to DNA occurs through the positively charged CCT domain, located at the C-terminus, which is evolutionarily related to the DNA-binding domain observed in NUCLEAR FACTOR-Y subunit A- (NF-YA) encoding genes (Wenkel *et al.*, 2006). CO forms a trimeric complex with NF-YB and NF-YC subunits to bind to DNA (Ben-Naim *et al.*, 2006; Tiwari *et al.*, 2010; Gnesutta *et al.*, 2017). At the same time, through the N-terminal B-BOX domain, CO can form multimers, each one being able to form NF-YB/YC complexes via the CTT domain for high affinity binding to the TGTG core motifs (Lv *et al.*, 2021; Zeng *et al.*, 2022). Besides NF-YB/C, other mechanisms regulate CO recruitment to chromatin (Bu *et al.*, 2014; Wang *et al.*, 2016). All in all, these factors together with CO participate in forming local chromatin looping and initiate *FT* transcription (Adrian *et al.*, 2010; Tiwari *et al.*, 2010; Farrona *et al.*, 2011; Cao *et al.*, 2014; Tian *et al.*, 2021).

Several environmental and hormonal pathways influence CO function and, ultimately, *FT* transcriptional activation (Pin and Nilsson, 2012; Conti, 2017). The phytohormone abscisic acid (ABA) is an emerging regulator of flowering time, influencing the expression of multiple floral targets (Martignago *et al.*, 2020). The ABA biosynthesis pathway has been well characterized (Seo and Marion-Poll, 2019), with key steps occurring in the plastids, catalysed by the zeaxanthin epoxidase (ABA1) and the nine-*cis*-epoxycarotenoid dioxygenases (NCEDs), and in the cytosol, operated by ABA2 and other enzymes. The ABA signalling cascade comprises a family of soluble receptors known as PYR/PYL/RCARs (Cutler *et al.*, 2010) that can bind to ABA. Upon binding, the receptor can interact with a clade of protein phosphatases, the PP2C (Fujii *et al.*, 2009). This interaction inhibits the phosphatase activity of PP2Cs, allowing their substrates, protein kinases of the SNF1-related protein kinase 2 (SnRK2) group, to autophosphorylate. Active SnRK2s can in turn phosphorylate downstream components of ABA signalling including the ABA-regulated bZIPs (ABRE-binding factors, ABFs) which mediate transcriptional reprogramming (Furihata *et al*., 2006; Yoshida *et al*., 2015).

Much of our knowledge about the impact of ABA in flowering time derives from the study of the drought escape (DE) response, an acceleration of flowering triggered by water deficit. Under these conditions, water deficit triggers the expression of *FT* and the flowering time regulator *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1* (*SOC1*) in leaves, in an ABA-dependent manner and probably through different mechanisms (Riboni *et al.*, 2013; Hwang *et al.*, 2019). The ABFs in association with NF-YC subunits activate *SOC1* (Hwang *et al.*, 2019), whereas little is known about the regulatory role of ABA on CO upstream of *FT*. Recently, the SNF1-related protein kinase 2 (SnRK2) substrate 1 (SNS1) was shown to promote DE by inducing *FT*. SNS1 activity is regulated by phosphorylation and subsequent stabilization by ABA-stimulated SnRK2 protein kinases (Katagiri *et al.*, 2024). Impairing ABA signalling causes a reduction in *FT* expression with relatively weaker changes in *CO* transcript accumulation, suggesting that ABA signalling may act at least in part downstream of *CO* transcriptional activation (Riboni *et al.*, 2016). In this process, GI function is key for the ABA-dependent activation of *FT* and DE (Riboni *et al.*, 2016). GI might act as a general regulator of ABA signals for its involvement in modulation of physiological traits related to gas exchange (which are also ABA regulated) as well as ABA production (Ando *et al.*, 2013; Baek *et al.*, 2020; Simon *et al.*, 2020). However, *gi* plants also display a general hyperactivation of ABA signalling responses, suggesting that the mode of action of GI in DE regulation may be separate from (and more general than) its role in regulating ABA signals (Siemiatkowska *et al.*, 2022).

In this study, tests were carried out to understand how changes in ABA accumulation could alter *FT* expression through CO. We reveal that CO recruitment to the *FT* promoter is ABA regulated which impacts the recruitment of RNA polymerase II (RNAPol II). Surprisingly GI is also required for proper CO recruitment to the *FT* promoter, indicating that GI and ABA may operate in the same genetic pathway. Overall, we hypothesize that GI could be an important factor bridging photoperiodic stimuli with ABA signalling to relay water deficit information and regulate flowering time.

## Materials and methods

### Plant material, genotyping, and growing conditions

*Arabidopsis thaliana* plants used in this study are of ecotype Columbia (Col-0) or Landsberg *erecta* (L.*er*). Mutant and transgenic lines of *aba1-6* (Niyogi *et al.*, 1998), *aba2-1* (Leon-Kloosterziel *et al.*, 1996), *nced3/5* (Frey *et al.*, 2012), *abi1-1* (Bertauche *et al.*, 1996), *SUC2::HA:CO* (Jang *et al.*, 2009), *co-10* (Laubinger *et al.*, 2006), *gi-2* (Rédei, 1962), and *gi-100* (Huq *et al.*, 2000) were previously described. Seeds were stratified and plants were grown under LDs (16 h light/8 h dark), in controlled-environment cabinets, as previously described (Riboni *et al.*, 2016). Temperature range in the growth chamber fluctuated between 24 °C during the day and 21 °C in the night, and air humidity was ∼60%. For *in vitro* Arabidopsis growth, Murashige and Skoog (MS) medium was prepared by dissolving the MS salt mix (Duchefa) in distilled water. After adjusting the pH solution to 5.8, agar (Duchefa) was added to a final concentration of 0.8% w/v. Sterilized seeds (70% v/v ethanol and 1% w/v SDS for 10 min) were spread onto solidified agar plates, stratified for 2–3 d (4 °C in the dark), and then moved to the growth chamber. ABA application experiments on soil were performed following the procedure detailed previously (Riboni *et al.*, 2016). A mock solution (0.025% v/v ethanol) was used as a mock control. Mutant combinations were selected via PCR of genomic DNA with primers described previously (Kaiserli *et al.*, 2015; Riboni *et al.*, 2016) or in Supplementary Table S1, and by exploiting markers encoded by the different transgenes: *gi-100*, *SUC2::CO:CITRINE* (Basta resistance), and *SUC2::HA:CO* [green fluorescent protein (GFP) expression in seeds].

### Molecular cloning

Cloning was carried out with Gateway and Multi-Site Gateway (three-fragment vector) cloning technology (Invitrogen). To generate entry clones (pDONR207, Invitrogen), the *AttB1*/*AttB2*-containing sequences were fused to the *CONSTANS*-specific primers (Supplementary Table S1). The Phusion High Fidelity DNA polymerase (New England Biolabs) was used for all the PCRs. The 5′ and 3′ elements and destination vectors were previously described: *SUC2 promoter/pDONR221 P4-P1r* (Marquès-Bueno *et al.*, 2016), *mCITRINE/pDONR221 P2r-P3* (Jaillais *et al.*, 2011), and *pB7m34GW* (Karimi *et al.*, 2005). All the recombinant destination vectors were transformed into *Agrobacterium* cells, strain GV3101 (Koncz and Schell, 1986), for Arabidopsis stable transformation.

The reporter plasmid used for monitoring luciferase (Luc) activity carries a 5′ *FT* regulatory region (1666 bp upstream of ATG). The sequence was custom synthetized (Officinae Bio, Italy) and cloned in the reporter plasmid *pGreenII 0800-LUC* (Hellens *et al.*, 2005). This plasmid also contains the *35S:Renilla* (Ren) cassette. The effector construct (*35S:CO*) was built by recombining a CO entry vector (which includes the stop codon) into the Gateway destination vector *p2GW7* (Karimi *et al.*, 2002).

### Plant transformation and BASTA selection

Destination vectors *SUC2::CO:CITRINE* and *pSUC2::GW* (here used as a control for Basta resistance) (An *et al.*, 2004) were introduced into *Agrobacterium* by electroporation. Transformed *Agrobacterium* were used to generate Arabidopsis transgenic plants via the floral dip technique (Clough and Bent, 1998). Transgenic plants were selected on soil after continuous Basta applications (12 mg l^–1^ dilution, Agrevo), and single locus insertion events were selected based on a Mendellian 3:1 ratio in the T_2_ generation. T_3_ homozygous lines were selected on soil or MS + Basta plates, according to the absence of Basta resistance segregation. Transgenic *SUC2* plants propagated up to the fifth generation by selfing did not show obvious signs of silencing.

### Protoplast isolation and transactivation assays

Leaf protoplasts were isolated from 3-week-old Arabidopsis plants as previously described (Iacopino *et al.*, 2019). Luc and Ren activities were measured by providing the specific substrates (Dual-Luciferase reporter assay system, Promega), and luminescence was measured with the EnSight plate reader (Perkin Elmer). In each assay, data were expressed as Luc activity relative to Ren.

### Flowering time measurement

Flowering time was measured by scoring the number of rosette leaves, excluding cotyledons. When indicated, flowering was expressed as days to bolting (days between sowing and a visible emergence of the primary inflorescence). Data regarding cauline leaf number (I1 phase) were also recorded for each genotype. To avoid flowering time alterations associated with soil transfer from plates, Basta resistance selection in the T_1_ generation was performed directly on soil.

### RNA extraction and real-time qPCR

Total RNA was extracted with QIAzol reagent (Invitrogen) and suspended in RNase-free milliQ dH_2_O. RNA concentration was measured with a UV spectrophotometer, and 1000 ng aliquots were used for cDNA synthesis with the Maxima Reverse Transcriptase kit (Thermofisher). Quantitative real-time PCR (qPCR) was performed as previously detailed including primers to amplify *CO*, *FT*, *ACT2*, and *IPP2* as described (Kaiserli *et al.*, 2015; Riboni *et al.*, 2016). Primers to amplify *CITRINE* are listed in Supplementary Table S1.

### Isolation of nuclei and CO protein detection in Arabidopsis

Approximately 100 mg of Arabidopsis seedlings were harvested and immediately frozen in liquid nitrogen. Tissue samples were ground by shaking with glass beads in a TissueLyser II (Qiagen, two pulses of 30 s each with shaking at 28 Hz). Leaf powder was suspended in 1.2 ml of cold nuclear isolation buffer [20 mM Tris–HCl, pH 8.8, 25 mM NaCl, 5 mM MgCl_2_, 30% (v/v) glycerol, 5% (w/v) sucrose, 0.5% (v/v) Triton X-100, 0.08% (v/v) β-mercaptoethanol, 0.2% (v/v) Sigma plant protease inhibitor, 1 mM DTT, 1.3 mM phenylmethylsulfonyl fluoride (PMSF)] (Hayama *et al.*, 2017). The samples were filtered trough two layers of Miracloth (Millipore) and centrifuged at 5000 *g*, at 4 °C, for 10 min. The pellet was washed four times with 1 ml of nuclear isolation buffer and, after each wash, pelleted at 4 °C at decreasing speed: 5000, 2700, 2200, and 2200 *g*, 8 min each time. Nuclei were suspended in 30 μl of nuclear isolation buffer, mixed with 10 μl of Laemmli buffer, and heated for 10 min at 95 °C. Samples were centrifuged for 1 min at 3000 *g* to pellet all nuclear membranes, and 20 μl of the supernatants (enriched in soluble nuclear proteins) were loaded onto an 10% SDS–PAGE gel. For total protein detection, tissue from 50 mg of seedlings was harvested in liquid nitrogen and lysed in pre-cooled TissueLyser II (Qiagen) for 3 min at a frequency of 30 s^–1^. Proteins were isolated by homogenization in 450 µl of sample buffer [100 mM Tris–HCl pH 6.8, 20% (v/v) glycerol, 5% (w/v) SDS, 20 mM DTT, 1 mM bromophenol blue, 1× proteinase inhibitor cocktail (Sigma), and 80 µM MG132], boiled at 95 °C for 5 min, centrifuged for 1 min at 12 000 *g*, and loaded onto an 4–12% Bis-Tris Plus SDS Mini Protein Gel run in 1× Bolt MOPS SDS buffer (Thermo Fisher). Proteins were transferred to a nitrocellulose membrane and incubated with anti-HA-peroxidase, high affinity antibody (Roche), anti-histone H3 (anti H3), or anti-actin (Agrisera), used for loading control. Chemiluminescent signals were detected through a ChemiDoc Touch Imaging System (Biorad) and quantified with the Image Lab software (Biorad).

### Chromatin immunoprecipitation experiments and sequencing

ChIP assays were performed as described previously with minor modification, starting from 1–2 g (FW) of seedlings (Perrella *et al.*, 2018, 2023). A bioruptor sonicator (Diagenode, B01020001) was used to shear the chromatin using the following settings: 40 cycles, 30 s on, 30 s off at high power. With these conditions, the size of sheared DNA is <100 bp. An anti-RNAPol II antibody (AbCam Ab5408) or GFP-Trap magnetic nanobodies (Chromotek) were used. qPCR was performed with the following cycles: 95 °C for 3 min; 95 °C for 10 s, 59.5 °C for 30 s (45 cycles); 65 °C for 0.05 s, and 95 °C for 30 s (melting curve). Relative enrichment was calculated as described previously (Kaiserli *et al.*, 2015; Perrella *et al.*, 2018). Reactions were performed on four technical replicates and two independent biological experiments. Amplicons of the *CBS* (*CAAT Binding Site*), *CORE1/2*, *CORE3*, *CORE4*, and *CORE5* regions of *FT* were obtained with primers previously described (Hayama *et al.*, 2017), whereas the transcription start site (TSS) regions of *FT*, *YUCCA8*, and *ACTIN2* were amplified with primers lcm217/lcm218, *YUC8 FW*/*RV*, and *ACT2 FW*/*RV*, respectively (Supplementary Table S1).

For ChIP-sequencing, 5 g (FW) of seedlings were used for each genotype/replicate and processed as described above. Inputs and ChIP samples (two biological replicates) were quantified with the Qubit dsDNA Quantification High sensitivity Assay Kit (Invitrogen). For library preparation, the VAHTS Universal Plus DNA Library Prep Kit for Illumina (ND617-02, Vazyme, Nanjing, China) was used, following the manufacturer’s recommendations without fragmentation. Library quality control was performed using the QSep-400 (BiOptic, Taipei, China) and Qubit 3.0 (Thermo Fisher Scientific, Wilmington, DE, USA). The qualified library was sequenced on the Illumina Novaseq X platform (Illumina, San Diego, CA, USA) with paired-end 150 bp (PE150) mode. Library construction and sequencing were performed at Biomarker Technologies (BMKGENE) GmbH. Mapping of raw reads and peak calling followed the greenscreen pipeline (Klasfeld *et al.*, 2022) with slight modifications. The adapted code is available at https://github.com/beaLando/chipseq_aba.git. In brief, fastp (Chen *et al.*, 2018) was used to trim and filter reads after quality checks in fastqc (Andrews, 2010). Mapping of filtered reads was then executed with Bowtie2, with TAIR10.1 as the reference genome. Peak calling was done in macs2 (Gaspar, 2018, Preprint) for each replicate separately using input samples as background. Peaks found for each replicate were then processed with the irreproducible discovery rate (IDR) to retain reproducible peaks and with a global IDR [false discovery rate (FDR) corrected] greater than or equal to –log10(0.1). This list was then further filtered to retain only peaks falling outside greenscreen’s blacklisted regions. Further quality checks were executed with qualimap (García-Alcalde *et al.*, 2012) and deeptools (Ramírez *et al.*, 2014). Finally, ChIPseeker (Yu *et al.*, 2015) was used to estimate how frequently peaks would fall within gene promoters or other genomic regions.

Because the two replicates of *SUC2::CO:CIT aba1-6* resulted in very low mapping rates (between 3% and 15%; Supplementary Table S2), we simulated a peak calling analysis on *SUC2::CO:CIT*, by subsampling mapped reads until a 3–15% mapping rate was achieved. The logic for subsampling *SUC2::CO:CIT* was the following: if a sizeable number of peaks could still be called for *SUC2::CO:CIT* at low mapping rates, the low number of called peaks in the *SUC2::CO:CIT aba1-6* mutant could be due to a real biological effect leading to low binding.

### Metanalysis studies of RNA-seq and ChIP-seq datasets

We retrieved CO ChIP-seq peaks data (de los Reyes *et al.*, 2024)—GEO accession number GSE222657—and gene expression data of up-regulated differentially expressed genes (DEGs) in *SUC2::CO* and *35S::CO* genotypes relative to the wild type (WT; de los Reyes *et al.*, 2024). Using ChIPseeker, CO peaks were then annotated with gene IDs based on the distance of the genes from the peak. Using GeneOverlap (Shen, 2024), we assessed the overlap in peaks, or genes in the proximity of peaks, and their significance, for the two datasets—our study and that of de los Reyes *et al.* (2024)—using the number of protein-coding genes in *A. thaliana* as background. We then obtained the intersection between genes falling next to *SUC2::CO:CIT* peaks and up-regulated *SUC2::CO* DEGs compared with the WT. Based on this intersection, we ran an enrichment analysis for biological process terms using the union of all *SUC2::CO* up-regulated DEGs and genes falling next to *SUC2::CO:CIT* peaks as background. The same procedure was followed for *35S::CO* peaks and DEGs. All plots were produced with ggplot2 (Wickham, 2011) and Inkscape.

### Statistical analysis

ANOVA was conducted with linear models where flowering time/gene expression was predicted by genotype according to the formula: flowering time (gene expression)∼genotype. Here, ‘flowering time’ was expressed as either one of: leaf number at bolting, days to bolting, or number of l1 nodes (i.e. nodes presenting side shoots derived from the main inflorescence). ‘Genotype’ refers to the allelic status at *ABA1*/*2* (WT, *aba1-6*, *aba2-1*) or *GI* (WT, *gi-2*, *gi-100*) loci, and different isogenic lines for the various mutants. When *aba1* mutants were in different backgrounds (WT, *SUC2::CO:CIT*, or *SUC2::HA:CO*), the same model was run separately for the different backgrounds and the models were qualitatively compared. In Fig. 2A, the model used was gene expression∼genotype×time point. If the interaction was not statistically significant, only the additive model (genotype+time point) was considered for post-hoc tests.

Before running the ANOVAs, the condition of homogeneity of variances between groups was checked with a Bartlett’s test in base R (R Core Team, 2023). If group variances were not homogeneous, a log transformation was applied to the data. All ANOVA models were conducted with the R function lm (R Core Team, 2023) using sum contrasts, and significance of predictors was assessed with the ANOVA function from the car package (Fox and Weisberg, 2018). Post-hoc Tukey tests to assess differences between each pair of genotypes were conducted with the R packages multcomp (Hothorn *et al.*, 2008) and emmeans (Lenth, 2023). Even for models including time point as predictor, post-hoc tests were conducted exclusively to assess differences between genotypes within time points.

## Results

### CO function is sensitive to ABA signalling status in phloem companion cells

To evaluate the contribution of ABA accumulation in regulating CO function and *FT* expression, we generated transgenic plants constitutively expressing *CO* in different ABA-impaired/defective backgrounds. Since CO regulates *FT* in the phloem companion cells (An *et al.*, 2004), we engineered a *CO:CITRINE* (*CO:CIT*) translational fusion gene under the control of the phloem companion cell-specific *SUCROSE-PROTON SYMPORTER 2* (*SUC2*) promoter (Truernit and Sauer, 1995). Basta-resistant T_1_ plants of the WT (Col-0) and two different ABA-deficient backgrounds (*aba1-6* and *aba2-1*, impaired at different steps of the ABA biosynthetic pathway) (Nambara and Marion-Poll, 2005) displayed a clear early flowering phenotype compared with the corresponding genotypes transformed with an empty vector (Fig. 1A). *SUC2::CO:CIT aba1-6* and *aba2-1* plants showed a mild but significant delay in flowering (*P* = 6.1E-07 and 1.2E-14, respectively) compared with the WT transformed with *SUC2::CO:CIT*. Ruling out an indirect effect of reduced ABA production on *SUC2* promoter activity, we detected similar levels of *CIT* transcript accumulation across randomly chosen T_1_ plants (Supplementary Fig. S1). This suggests a role for ABA production downstream of *CO* transcriptional activation. In support of this view, we observed a similarly reduced level of *FT* accumulation in *SUC2::CO:CIT* in either *aba1-6*- or *aba2-1*-independent T_1_ transgenic events compared with *SUC2::CO:CIT* transgenics events in the WT background (*P* = 0.047 and 0.026, respectively, Supplementary Fig. S1). *FT* transcript levels detected in *SUC2::CO:CIT aba2-1/aba1-6* plants were, however, slightly increased compared with the WT transformed with an empty vector, consistent with their earlier flowering.

**Fig. 1.**
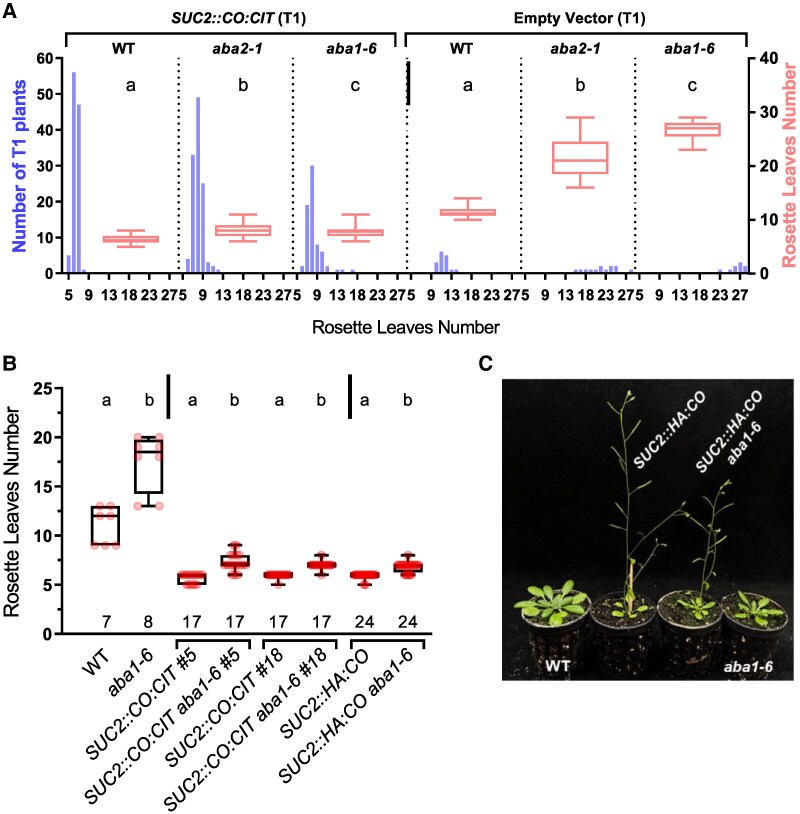
ABA promotes CO function in the phloem companion cells. (A) Boxplot of flowering time (right *y*-axis, number of rosette leaves) of Basta-resistant transgenic T_1_ plants of the indicated genotypes. Whiskers represent the range between min and max values. The left *y*-axis shows the number of plants scored for each genotype, and their phenotype distribution according to the number of rosette leaves (*x*-axis). An ANOVA test to assess the impact of *aba1* and *2* mutations was run separately for *SUC2::CO:CIT* and empty vector-transformed plants (vertical bar). For both groups (empty vector or *SUC2::HA:CO* transformed), the genotype was a statistically significant predictor of leaf number at bolting (*P* < 0.001). Letters at the top of boxplots indicate statistically significant differences (*P* < 0.05) according to a Tukey post-hoc test. (B) Boxplot of flowering time of the indicated genotypes and isogenic lines derived from the introgression of different *SUC2::CO* transgenes (WT Col-0) into *aba1-6*. An ANOVA test to assess the impact of *aba1-6* mutation was run separately for transgenic (*SUC2::CO:CIT/SUC2::HA:CO*) and non-transgenic controls (vertical bar). For both groups, the *aba1-6* genotype was a statistically significant predictor of leaf number at bolting (*P* < 0.001). Letters at the top of boxplots indicate if genotypes showed statistically significant differences (*P* < 0.05) according to a Tukey post-hoc test. The number of samples analysed for each genotype is shown at the bottom of the graph (C) Representative plants of the indicated genotypes pictured 27 d after sowing.

To confirm the observed flowering time phenotypes, we crossed two homozygous T_3_  *SUC2::CO:CIT* plants with *aba1-6* to generate isogenic lines (#5 and #18). We also performed genetic crosses between *SUC2::HA:CO* plants (Jang *et al.*, 2009) and *aba1-6* to obtain *SUC2::HA:CO aba1-6*. *SUC2::HA:CO* plants were extremely early flowering, similar to *SUC2::CO:CIT* plants. However, in the *aba1-6* background, the early flowering phenotype conferred by *SUC2::HA:CO* or *SUC2::CO:CIT* was significantly alleviated (*P* < 4.6E-06, Fig. 1B, C). Collectively, our findings suggest that ABA may promote CO function and *FT* transcript accumulation to activate flowering.

### Reduced ABA levels impair *FT* transcript accumulation

We next aimed to evaluate potential modes of regulation of CO function controlled by ABA. Using stable transgenic isogenic lines expressing *SUC2::HA:CO* or *SUC2::CO:CIT #5* in the WT or *aba1-6* backgrounds, we confirmed that *FT* transcript accumulation was reduced in *aba1-6* plants compared with the corresponding ABA-producing WT background (*P* < 3.33E-03, Fig. 2A) irrespective of the time point analysed [Zeitgeber time (ZT)12 and ZT16 under LDs]. In contrast, *CO* levels remained unaffected in *SUC2::HA:CO aba1-6* plants or even increased (*P* = 1.82E-03) in *SUC2::CO:CIT#5 aba1-6* compared with the corresponding *SUC2::CO:CIT #5*. Interestingly, we also detected reduced levels of *FT* transcript accumulation in *aba1-6* plants compared with the WT (*P* = 1.92E-04) at ZT16 when we also observed a marginal reduction (*P* = 0.06) in *CO* transcript levels. To investigate further the role of ABA production in *FT* transcript accumulation, we analysed 9-day-old seedlings of WT and strong ABA-deficient mutant backgrounds, including *aba1-6*, *aba2-1*, and double mutants of *nced3* and *nced5* (Frey *et al.*, 2012). Compared with the WT, at ZT16 we observed reduced *FT* accumulation in all ABA-deficient mutants (*P* < 6.09E-06) and correspondingly reduced levels of *CO* transcript (*P* < 0.01) (Fig. 2B). Collectively, our data indicate a role for ABA in promoting *FT* accumulation, with ABA affecting both *CO* expression and its function.

**Fig. 2.**
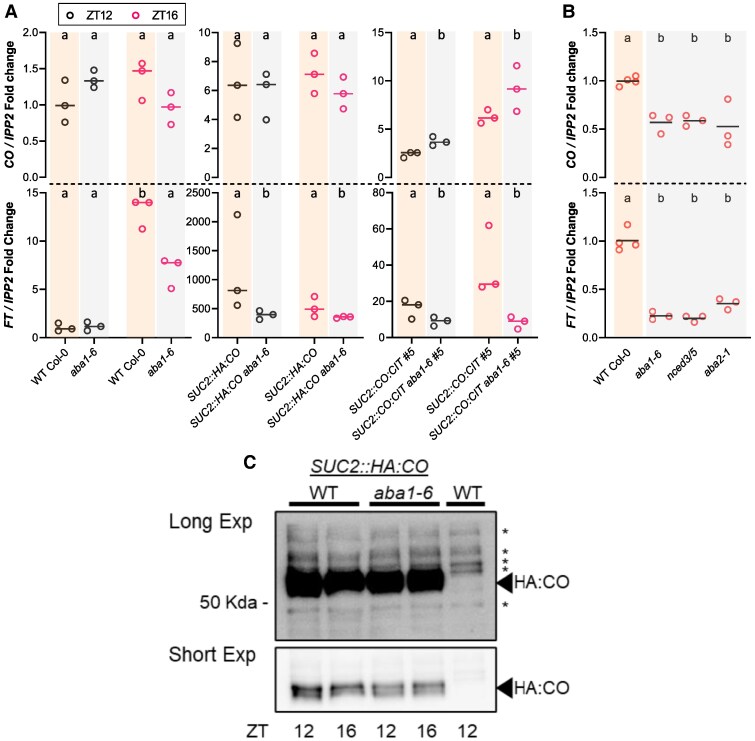
ABA regulates CO function without altering its accumulation in Arabidopsis. (A) Real-time qPCR of accumulation of *CO* (upper panels) and *FT* (lower panels) transcripts in seedlings of the indicated genotypes grown on plates for 13 d and harvested at the indicated Zeitgeber times (ZT, h) in the diurnal phase. Horizontal lines represent the mean fold change of *IPP2*-normalized *CO*/*FT* accumulation relative to the WT (the three biological replicates are shown as dots). Each replicate comprises ∼50 mg of seedlings. Different letters denote differences (*P* < 0.05) between genotypes within each ZT according to post-hoc tests. (B) Same as (A), from seedlings grown for 9 d under LDs and harvested at ZT16. Different letters denote different (*P* < 0.05) groups according to post-hoc tests. In (A) and (B), the plot background colours denote the ABA-producing versus the ABA-deficient genotype. (C) Immunoblot detection of HA:CO protein from nuclear fractions of seedlings grown on plates for 12 d under LDs and harvested at the indicated ZT points. WT, non-transgenic Col-0 plants were used as negative controls; asterisks denote non-specific bands detected by the antibody and used as loading controls. Two exposures of the same blots are shown. Numbers refer to molecular mass according to the migration of a protein ladder.

To gain further insights into the potential mode of ABA-dependent stimulation of CO, we analysed HA:CO protein levels derived from *SUC2::HA:CO* and *SUC2::HA:CO aba1-6* plants. HA:CO protein accumulation was broadly similar between the two genotypes at ZT12 and ZT16, suggesting that reduced ABA accumulation impairs HA:CO protein function but not HA:CO accumulation (Fig. 2C). We next extended this analysis to morning time points ZT0.5 (i.e. within 30 min after the switching on of the lights) and ZT4 till midday, and dusk (ZT8 and ZT12). At ZT0.5 we observed a much stronger increase in HA:CO accumulation in *SUC2::HA:CO aba1-6* plants compared with *SUC2::HA:CO* (Supplementary Fig. S2). This peak of accumulation was, however, transient and might suggest a role for ABA in repressing this phase of CO stabilization at this early morning time point (Valverde *et al.*, 2004; Song *et al.*, 2012; Hayama *et al.*, 2017). HA:CO protein was still clearly detectable at all the other time points in *SUC2*::*HA:CO aba1-6* plants, further pointing to defective CO function with respect to *FT* and consequent flowering activation.

To independently test for potential effects of ABA on HA:CO protein abundance, we exogenously applied three different concentrations of ABA (0.25, 2.5, and 25 µM) on a daily basis for 12 d (Riboni *et al.*, 2016). Tissue from ABA-treated plants was collected at ZT4 and ZT12, and HA:CO protein was detected from nuclear extracts. We did not observe obvious changes in HA:CO protein levels at any of the concentrations and time points assayed (Supplementary Fig. S3). In addition, we did not observe obvious changes in the pattern of HA:CO protein gel mobility in the ABA-deficient background *aba1-6* (Supplementary Fig. S3), which are determined by its phosphorylation status (Sarid-Krebs *et al.*, 2015; Chen *et al.*, 2020). In summary, our data indicate that CO function might be stimulated by ABA in the cells where *FT* is transcriptionally activated without clear changes at the post-translational level.

### ABA stimulates the recruiting of CO to the *FT* promoter region

We next investigated what other aspects of CO function could be influenced by ABA status. We first set up a transient reporter expression assay in Arabidopsis mesophyll protoplasts, by fusing a 1666 bp promoter region of *FT* upstream of the *LUCIFERASE*-encoding sequence (hereafter *FT_pro_::LUC*). This promoter region encompasses several *cis*-elements that are critical for the *FT* transcriptional activation, including the well-characterized *CORE1/2* (Tiwari *et al.*, 2010). Co-transformation of *FT_pro_::LUC* with *35S::CO* vectors resulted in a strong activation of LUC activity, indicating that the fused promoter can respond to CO binding (Supplementary Fig. S4). Co-incubation of *FT_pro_::LUC/35S::CO*-transformed protoplasts in the presence of ABA (10 nM and 100 nM), however, did not produce significant changes in LUC activity, suggesting that exogenous ABA does not directly influence CO-mediated stimulation of the *FT* promoter, at least in the absence of a native chromatin context.

We therefore evaluated CO recruitment to the *FT* promoter through a ChIP assay by comparing CO binding in isogenic transgenic seedlings of *SUC2::CO:CIT* #5 (WT and *aba1-6* backgrounds) under LDs. Consistent with previous reports (Cao *et al.*, 2014; Song *et al.*, 2016; Hayama *et al.*, 2017; de los Reyes *et al.*, 2024), at ZT12 we observed a strong enrichment of the CO:CIT protein at the *CORE1/2 FT* promoter regions (Fig. 3; Supplementary Fig. S5). In contrast, such CO:CIT enrichment was much decreased (∼4-fold) in the *aba1-6* background, suggesting that ABA promotes CO recruitment to the *CORE1/2* region. A much weaker CO:CIT binding was also observed at the *CORE3* position (Hayama *et al.*, 2017), located in the second intron of *FT*, and the *CBS* region, located 1.8 kb upstream of the ATG start codon—Block B enhancer—(Adrian *et al.*, 2010). These enrichment signals were also reduced in the *aba1-6* background.

**Fig. 3.**
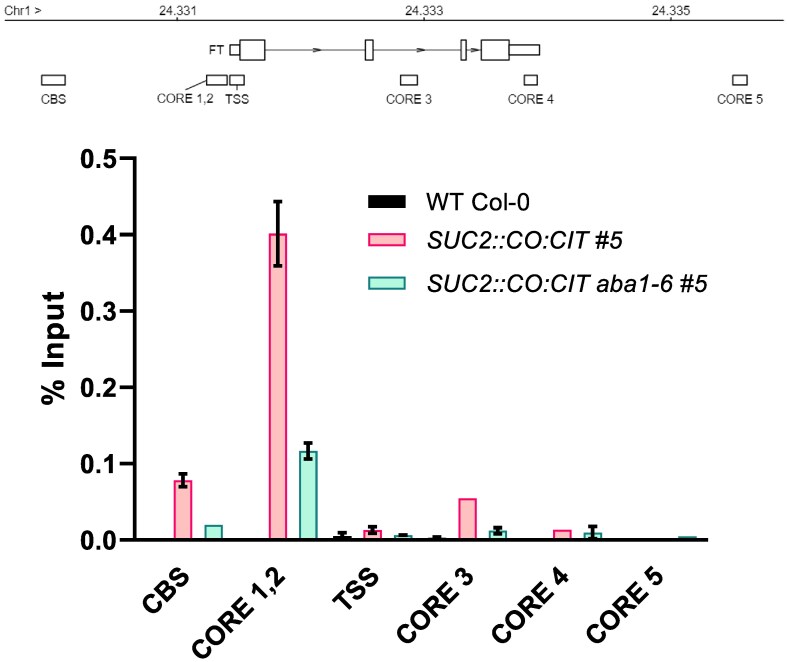
ABA promotes CO recruitment to the *FT* promoter. Schematic representation of the *FT* locus (upper panel). Numbers indicate the genomic coordinates (Mbp) of the *FT* region. The diagram illustrates the *FT* transcript, including the 5′- and 3′-untranslated regions (UTRs) (small rectangles), exons (large rectangles), and introns (lines). The locations of the sequences amplified by real-time qPCR—the CO-responsive elements (CORE 1, 2, 3, 4, and 5), the transcription start site (TSS), and the CAAT-binding site (CBS)—are shown below as rectangles. The bottom panel shows the relative enrichment of CO:CIT on the *FT* promoter in isogenic lines *SUC2::CO:CIT #5* (WT and *aba1-6* mutant backgrounds) grown on plates and harvested at ZT12. Non-transgenic, WT Col-0 was used as negative control. Bars are the mean ± SE (*n* = 4 technical replicates). An independent experiment is shown in Supplementary Fig. S5.

To gain a better resolution and coverage of the CO:CIT DNA binding landscape, we carried out a ChIP experiment followed by sequencing (ChIP-seq). 

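Chromatin was prepared from 5 g (fresh weight) of seedlings per genotype and replicate, harvested 12 h after dawn (ZT12), and the CONSTANS protein fused to the fluorescent tag CITRINE was immunoprecipitated through the tag. The fusion was expressed from the promoter of *SUC2*, a gene active in phloem companion cells. The genotypes were *SUC2::CO:CIT* and the same transgene in *aba1-6*, a mutant impaired in abscisic acid production, and each contributed 2 ChIP libraries and 2 input libraries made from chromatin before immunoprecipitation. The authors trimmed reads with fastp, mapped them with Bowtie2 to TAIR10.1, filtered them, and called peaks with macs2 in each ChIP library against its own input, without pooling replicates. The deposited lists give, for each peak, the interval, the summit, the fold enrichment over the local background and the −log10 of the p-value and q-value, all as macs2 wrote them. They are the lists before the irreproducible discovery rate (IDR) and greenscreen filters, and read coverage was not analysed here. The paper's Table S2 gives 13408886 and 13025796 filtered mapped reads for replicates 1 and 2 of *SUC2::CO:CIT*, against 4405927 and 949907 for *SUC2::CO:CIT aba1-6*, from mapping rates of 46.8%, 39.2%, 15.4% and 3.24%. The number of fragments at each summit and in the local background was recovered from the fold enrichment and the p-value, with a solution for 100% of the peaks in every library. The genome-wide background so recovered was 11.2 and 10.8 fragments in *SUC2::CO:CIT* and 3.57 and 0.774 in *SUC2::CO:CIT aba1-6*, in close proportion to the paper's filtered reads. The precision of a peak in *SUC2::CO:CIT aba1-6* therefore rests on few fragments, with a median of 15 and 7 at the summits of replicates 1 and 2, against 37 and 36 in *SUC2::CO:CIT*. Peaks of different libraries were compared by overlap of at least 1 bp, and overlaps were set against 1000 random placements of the peaks on their own chromosomes. With 2 libraries per genotype, the smallest p-value that an exact permutation test of the libraries can give is 0.333.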

We sequenced the immunoprecipitated DNA derived from *SUC2::CO:CIT*#5 (WT and *aba1-6* backgrounds) at ZT12 in two biological replicates. We initially retrieved ∼20 000 peaks per replicate in the *SUC2::CO:CIT* genotype, but only 7312 were retained after IDR filtering (Fig. 4A; Supplementary Tables S2, S3). These peaks were mostly located in proximity of promoter (∼60%) and distal-intergenic ∼32%) regions (Fig. 4B), which resulted in 5755 unique genes being recovered in the proximity of peaks after annotation (Supplementary Table S3). 

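The deposited lists held 21054 peaks in replicate 1 and 22724 in replicate 2 of *SUC2::CO:CIT*, a mean of 21889 ± 1181 (SD, n = 2). The median peak was 304 bp wide with a fold enrichment of 3.12 in replicate 1, and 306 bp wide with a fold enrichment of 3.13 in replicate 2. Every peak had a q-value of at most 0.05, and 16712 and 17909 of them reached a −log10 q of at least 5. Of the replicate 1 peaks, 16861 (80.1%) overlapped a replicate 2 peak, and 74.2% of the replicate 2 peaks overlapped a replicate 1 peak. Random placement gave an overlap of 14.2% on average (one-sided permutation of positions, p = 0.001, the smallest that 1000 placements can give). When the random positions were matched on the GC content at the summit, an alternative chosen after seeing the data, the overlap was 69.4% on average, still below the observed share (permutation of positions, p = 0.005, the smallest that 200 placements can give). For the IDR step, the peaks of both lists were merged into 26379 regions, of which 16315 held a peak of each replicate, and these were ranked by −log10 p in a copula mixture model written for this purpose. At a global IDR of at most 0.1, 7359 regions were retained, beside the 7312 that the paper reports after IDR and the greenscreen list, which was not applied here. Among the alternatives, the count was lowest, at 753 regions, when IDR was run on peaks with a −log10 q of at least 10, and highest, at 16861 peaks of replicate 1, with overlap between the replicates in place of IDR.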

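Each of the 7359 retained regions was assigned to 1 category on the TAIR10.1 annotation, with promoters taken as 1000 bp on either side of a start site and downstream regions as 300 bp. Promoters held 4876 regions (66.3%) and distal intergenic sequence held 1773 (24.1%). The remaining regions comprised 254 in untranslated regions, 242 downstream of genes, 120 in introns and 94 in exons. The same intervals placed at random fell in promoters in 62.9% of cases and in distal intergenic sequence in 10.9% (permutation of positions, two-sided p = 0.001 for both, the smallest that 1000 placements can give). With each replicate's full list used alone, the promoter share was 62.7% in replicate 1 and 63.0% in replicate 2, and the distal intergenic share was 26.8% and 26.7%. With protein-coding genes only, the promoter share was 55.9% and the distal intergenic share 34.6%. The regions had 6267 distinct nearest genes, of which 4825 were protein-coding, with a median distance of 480 bp to the start site. Summits lay in AT-rich sequence. The mean GC content of the 200 bp around the summit was 21.8% and 22.1% in replicates 1 and 2, against 36.0% for the genome, and 78.1% and 75.4% of the summits had a GC content below 25%, against 7.07% and 7.09% of random positions. Of the 200 bp windows below 25% GC, a summit shared by both replicates was present in 33.0% of those within 1000 bp upstream of a gene, in 29.4% of those in introns, in 24.5% of those in exons and in 25.3% of those over 1000 bp from genes, whereas 2.83% of all windows held one. When random positions were matched on GC content, an alternative chosen after seeing the data, the promoter share of random intervals was 60.4%, still below the observed share, whereas the distal intergenic share of random intervals was 30.7%, above the observed 24.1% (permutation of positions, two-sided p = 0.005 for both, the smallest that 200 placements can give). From the categories in Fig. 4B and the annotation of the peaks, the paper derives its set of genes in the proximity of CO binding.

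**Figure D1:**
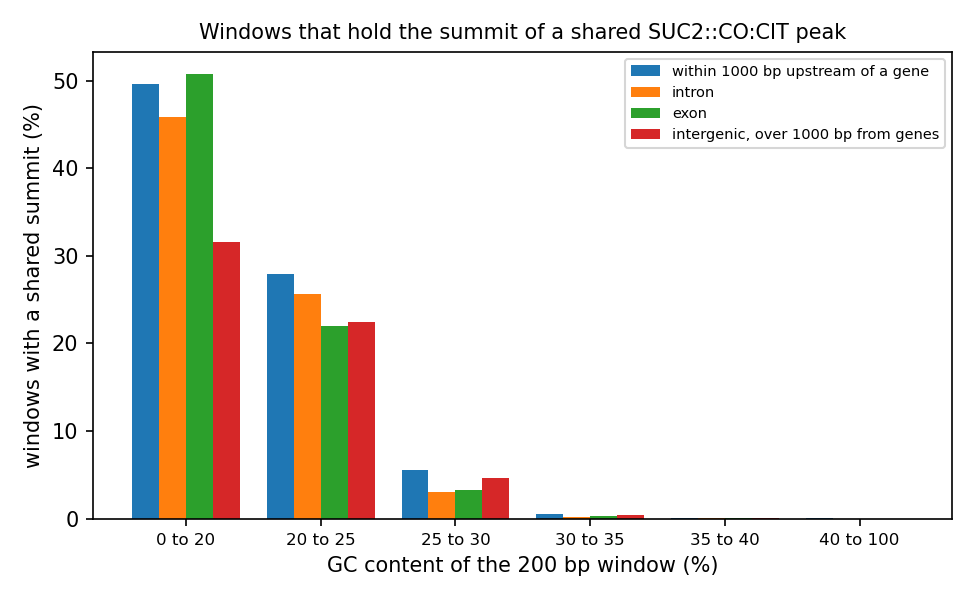
Share of 200 bp windows of the genome (y-axis, %) that hold the summit of a *SUC2::CO:CIT* peak shared by both replicates, by GC content of the window (x-axis, %) and by genomic context (bar colour). In windows of 20 to 25% GC the share is 27.9% within 1000 bp upstream of genes and 25.6% in introns.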

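In the *aba1-6* background the deposited lists held 168 peaks in replicate 1 and 258 in replicate 2, a mean of 213 ± 63.6 (SD, n = 2), so that *SUC2::CO:CIT* had 103 times as many peaks on average. Every *SUC2::CO:CIT* library had more peaks than every *SUC2::CO:CIT aba1-6* library, but the exact permutation test of 2 against 2 libraries gives p = 0.333 (two-sided), the smallest it allows. The replicate with fewer reads, replicate 2, had the larger number of peaks. Leaving out replicate 2 of *SUC2::CO:CIT aba1-6* moved the ratio most among the libraries left out in turn, to 130. Restricting all lists to a −log10 q of at least 5 left 27 and 28 peaks in *SUC2::CO:CIT aba1-6* and raised the ratio to 629. At a −log10 q of at least 10 the ratio was 328. A q-value of at most 0.05 was reached by 108 of the 168 peaks and 155 of the 258. The median fold enrichment was 3.28 and 4.50 in replicates 1 and 2, above both medians of *SUC2::CO:CIT*, with a difference of means of -0.769 (*SUC2::CO:CIT* minus *SUC2::CO:CIT aba1-6*, exact permutation test, two-sided p = 0.333, the smallest possible), with -0.160 without replicate 2 of *SUC2::CO:CIT aba1-6* and -1.38 without its replicate 1. Depth sets limits to this comparison, which therefore does not rank the genotypes by binding. At the genome background, the fewest fragments of a called peak (23 and 22 in *SUC2::CO:CIT*, 11 and 5 in *SUC2::CO:CIT aba1-6*) give a lowest fold enrichment of 1.97 and 1.94 in *SUC2::CO:CIT* and of 2.63 and 3.38 in *SUC2::CO:CIT aba1-6*. The difference was 2.22 over the 150 strongest peaks of each library, but these were 89.3% and 58.1% of the *SUC2::CO:CIT aba1-6* lists and 0.712% and 0.660% of the *SUC2::CO:CIT* lists. Of the replicate 1 peaks, 25 (14.9%) overlapped a replicate 2 peak, against 0.111% by random placement (permutation of positions, one-sided p = 0.001, the smallest that 1000 placements can give). The shared peaks formed 25 regions, of which 16 lay in the ribosomal RNA gene repeats (rDNA) on chromosomes 2 and 3. A mixture model for IDR could not be fitted to 25 regions, since its spread collapsed. Of the *SUC2::CO:CIT aba1-6* peaks, 9 of 168 and 13 of 258 overlapped a peak shared by both *SUC2::CO:CIT* replicates, a mean of 5.20% against 8.94% by random placement (permutation of positions, one-sided p = 0.997). Among the peaks with a −log10 q of at least 5 the mean was 32.7%, above the 8.53% by random placement. This value rests on 9 of 27 and 9 of 28 peaks. Of the 25 shared regions, 9 had a *SUC2::CO:CIT* peak, mostly in the rDNA. In all of these the local background was at least 4.68 times the genome level, so that repeats and sites of CO:CIT binding cannot be told apart here. The GC content around the summits averaged 41.6% and 40.3% in replicates 1 and 2, and no summit lay below 25%.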

The same procedure resulted in ∼150–250 peaks called and one peak retained in the *SUC2::CO:CIT aba1-6* line, although very low mapping rates (3–15%) were achieved in this background (Fig. 4A; Supplementary Tables S2, S3). We thus performed subsampling of mapped reads in the *SUC2::CO:CIT* genotype and called peaks again at lower mapping rates. Even at mapping rates close to 3–15% (corresponding to 949 907 mapped reads per replicate), it was possible to retrieve ∼1300 peaks per replicate for *SUC2::CO:CIT*, which is >1000 more peaks than in the mutant *SUC2::CO:CIT aba1-6* (Supplementary Table S2). 

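The numbers of peaks deposited for *SUC2::CO:CIT aba1-6* can be set beside the paper's numbers of peaks in subsampled *SUC2::CO:CIT* libraries. At 4405927 reads, the number in replicate 1 of *SUC2::CO:CIT aba1-6*, the paper's subsampled *SUC2::CO:CIT* libraries gave 9491 and 10007 peaks, on average 58.0 times the 168 peaks of that *SUC2::CO:CIT aba1-6* library. At 949907 reads, the number in replicate 2, they gave 1365 and 1398 peaks, on average 5.35 times the 258 peaks of that library. The deeper *SUC2::CO:CIT aba1-6* library thus showed the larger shortfall. Each point is a single library, so that the ratios have no replicate error.

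**Figure D2:**
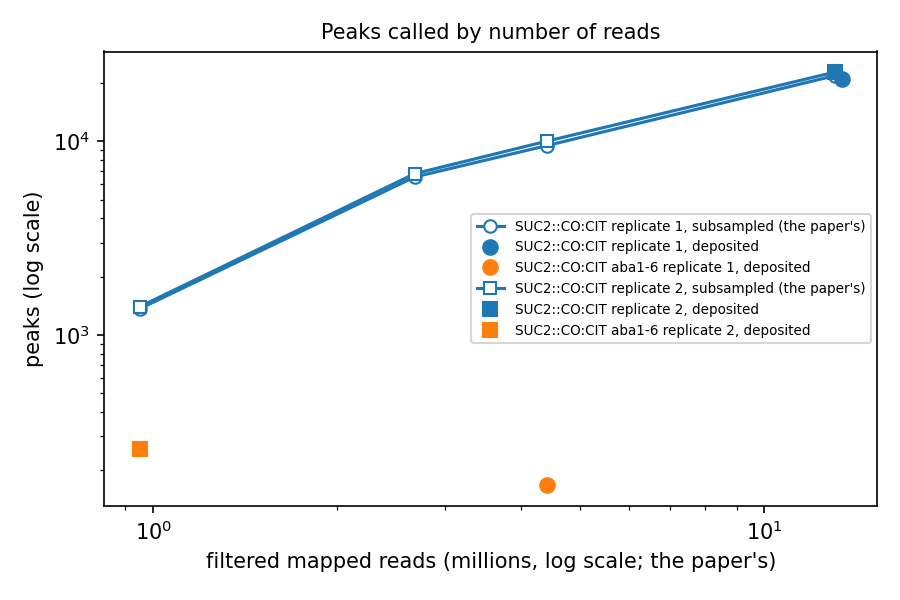
Number of peaks (y-axis, log scale) against the paper's number of filtered mapped reads (x-axis, log scale). Filled points are the deposited lists of each library, open points joined by lines are the paper's subsampled *SUC2::CO:CIT* libraries, circles are replicate 1 and squares replicate 2. At 4405927 reads the *SUC2::CO:CIT aba1-6* library has 168 peaks and the subsampled *SUC2::CO:CIT* libraries have 9491 and 10007.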

From a qualitative perspective, the mapping density around TSSs for all immunoprecipitated replicates showed no enrichment of reads in *SUC2::CO:CIT aba1-6*, while enrichment was visible for *SUC2::CO:CIT* (Fig. 4A). This suggests that, despite low DNA yields likely to be affecting our results for the *SUC2::CO:CIT aba1-6* mutant, the almost total absence of reproducible peaks could be partly attributed to low binding by CO:CIT in *aba1-6*.

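The peaks shared by both *SUC2::CO:CIT* replicates were looked up one by one in the *SUC2::CO:CIT aba1-6* lists. Of the 16861 shared peaks, 10 overlapped a peak of replicate 1 of *SUC2::CO:CIT aba1-6* and 14 overlapped a peak of replicate 2. The 10 shared peaks with a summit GC content of at least 35% were found in both *SUC2::CO:CIT aba1-6* libraries, and all of them lay in regions where the local background was at least 4.77 times the genome level. Of the 2523 peaks with a summit GC content of 25 to 35%, 0 were found in either library, and of the 14328 peaks below 25%, 0 and 4 were found in replicates 1 and 2. Thinning the replicate 1 fragments of each of the 16861 shared peaks to the reads of the *SUC2::CO:CIT aba1-6* libraries, with the background scaled alike, gave 11915 and 3028 shared peaks expected to pass the lowest −log10 p of the lists, 3. This calculation overestimates. Over all 21054 peaks of replicate 1 of *SUC2::CO:CIT* it gave 14035 peaks at 4405927 reads and 3422 at 949907 reads, which are 1.48 and 2.51 times the paper's numbers after subsampling. From the peaks still called in the subsampled libraries and the density around start sites in Fig. 4A, the paper proposes that, beside low DNA yields, the near absence of reproducible peaks could in part reflect low binding of CO:CIT in *aba1-6*.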

**Fig. 4.**
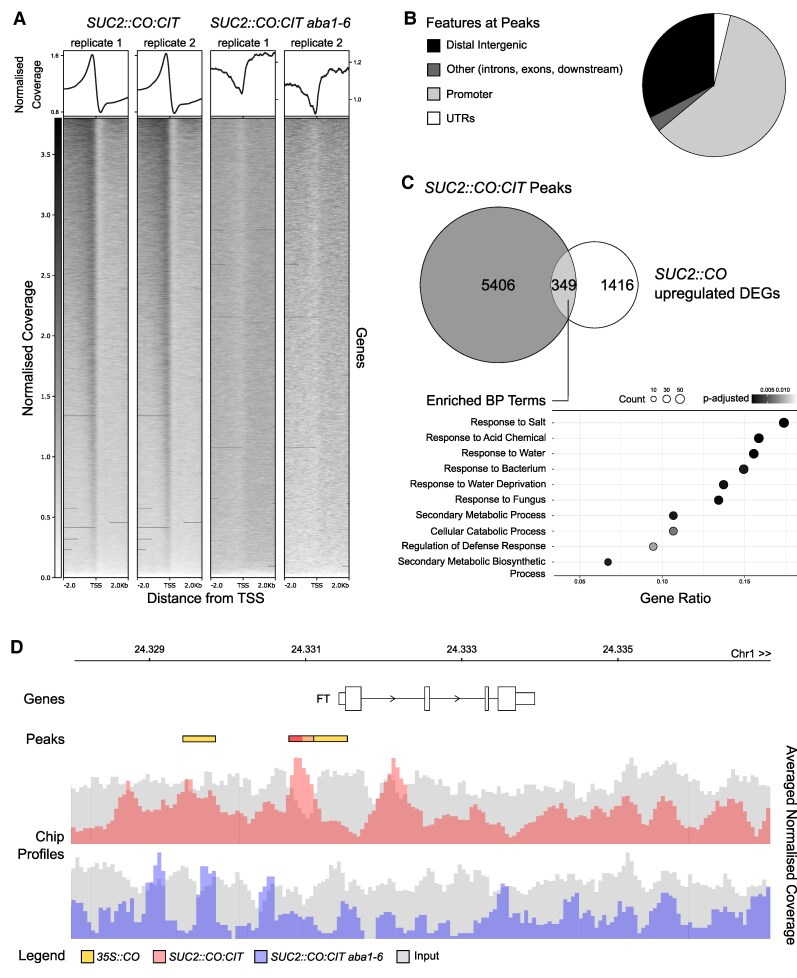
Genome-wide CO binding is promoted by ABA. (A) Density plot representing the average normalized coverage of mapped reads around the TSS of known genes following ChIP-seq of *SUC2::CO:CIT#5* (WT and *aba1-6* mutant backgrounds) plants (two replicates each) grown on plates and harvested at ZT12. The heatmap shows the normalized coverage for individual genes. (B) Proportion of ChIP-seq peaks detected in *SUC2::CO:CIT #5* plants (after filtering by IDR and greenscreen blacklisted regions) falling in the proximity of various genomic features. (C) Intersection between genes falling next to *SUC2::CO:CIT #5* ChIP-seq peaks and *SUC2::CO*-up-regulated genes, and enrichment of biological process terms for the intersection, where *FT* is also found. (D) Distribution of ChIP-seq peaks detected in this study across the *FT* genomic region. The bar charts represent the ChIP-seq averaged normalized coverage (between replicates) for *SUC2::CO:CIT #5* (upper panel) and *SUC2::CO:CIT #5 aba1-6* (lower panel) superimposed on their respective inputs. Significant peaks, including those found in the ChIP-seq of *35S::CO* plants (de los Reyes *et al.*, 2024), are highlighted as colour-coded rectangles.

The overlap of peaks detected in *SUC2::CO:CIT* and those found in *35S::CO* (de los Reyes *et al.*, 2024) was not statistically significant (Fisher’s exact test *P* > 0.05, overlap = 252, total = 10 272), but the overlap in genes closest to peaks was (*P* < 0.05, overlap = 648, total = 7823). This might be due to differences in how peaks were called and filtered, as well as differences in the promoters used in the two different studies. The comparison of *SUC2::CO:CIT* peaks associated with corresponding up-regulated DEGs found in *SUC2::CO* (de los Reyes *et al.*, 2024) further disclosed an enrichment for biological process terms related to environmental stimuli or stress (abiotic and biotic) responses, including response to salt and water deficit (Fig. 4C). A similar over-representation of these terms was independently confirmed when comparing CO peaks derived from *35S::CO* and DEGs of *35S::CO* (de los Reyes *et al.*, 2024) (Supplementary Fig. S6).

As expected, *FT* was found within the *SUC2::CO:CIT* ChIP peaks—*SUC2::CO* DEGs and *35S::CO* ChIP peak–DEG intersections. 

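In the deposited *SUC2::CO:CIT* lists, *FT* (AT1G65480, chromosome 1 of TAIR10.1, 24331373 to 24333999, forward strand) was among the 6267 genes nearest to the retained regions. For comparison, a retained region lay within the gene or the 1000 bp upstream of it for 18.1% of the 27444 annotated protein-coding genes, and 35.7% of them had a peak of both *SUC2::CO:CIT* replicates there. Of the 18 genes that the paper names and that were looked up in the same way, 7 had a peak in both *SUC2::CO:CIT* replicates and 5 had a retained region, namely *FT*, *SUC2*, *ABI1*, *SMZ* and *YUC8*. The gene lists of the expression study and of *35S::CO* were not analysed here.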

We found overlapping CO ChIP peaks in the *FT* CORE1/2 region in the two ChIP datasets, indicating that the CORE1/2 region represents the main CO-binding site *in vivo* (Fig. 4D). 

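A peak overlapped the 500 bp upstream of the *FT* start codon (24331510 on chromosome 1 of TAIR10.1) in both *SUC2::CO:CIT* replicates. In replicate 1 it spanned 24330787 to 24331040, with the summit at 24330913, 597 bp upstream of the start codon, a fold enrichment of 3.69, 44 fragments at the summit over a background of 11.2 and a −log10 q of 11.3. In replicate 2 it spanned 24330809 to 24331107, with the summit at 24330910, 600 bp upstream, a fold enrichment of 3.30, 38 fragments over a background of 10.8 and a −log10 q of 8.49. The peaks covered 31 and 98 bp of the 500 bp window. They ranked 5122 of 21054 and 8853 of 22724 by −log10 p, and the merged region passed IDR with a global IDR of 0.0602. At a −log10 q of at least 10 the peak of 1 library remained. The position −285 bp from the ATG, where the reference carries the TGTG word farthest upstream in that window (24331225 to 24331228, in the sequence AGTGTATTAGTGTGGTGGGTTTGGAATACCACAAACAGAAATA from 24331215 to 24331257), lay 185 and 118 bp beyond the downstream ends of the peaks. The peak intervals themselves held 0 TGTG or CACA words. The GC content of the 200 bp around the summits was 21%, and 27.9% of the windows with 20 to 25% GC within 1000 bp upstream of genes held a shared summit. That share counts summits only. Over all replicate 1 peaks, intervals placed at random with matched GC content overlapped a replicate 2 peak in 69.4% of cases. For the paper, the overlap of these peaks with those of *35S::CO* in Fig. 4D marks CORE1/2 as the main CO-binding site *in vivo*. Its ChIP-qPCR at ZT12 also gave strong CO:CIT enrichment at CORE1/2 and much weaker enrichment at CORE3 and the CBS.

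**Figure D3:**
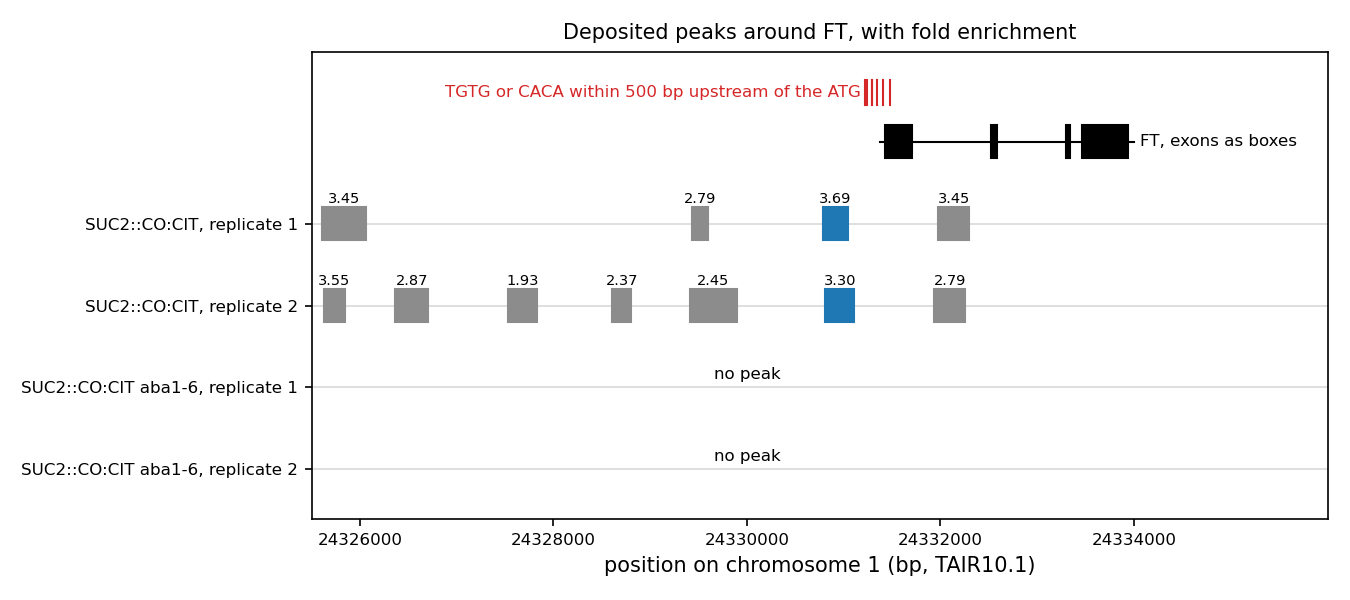
Peaks of the deposited lists around *FT* (x-axis, position on chromosome 1 of TAIR10.1, bp; one line per library), with the fold enrichment above each peak. Blue boxes overlap the 500 bp upstream of the start codon, grey boxes are other peaks, black boxes are the exons of the transcript with that start codon, and red ticks are TGTG or CACA words in the 500 bp window. The blue boxes end at 24331040 and 24331107, upstream of the first red tick at 24331225.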

The ChIP-seq analyses also identified potential peaks in regions corresponding to the CBS but not CORE3. 

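Apart from the peaks next to the start codon, the region from 6 kb upstream of it to 2 kb downstream of *FT* held 9 peaks in the *SUC2::CO:CIT* lists, 3 in replicate 1 and 6 in replicate 2. On the CBS side, replicate 1 had a peak from 24329431 to 24329600 with a fold enrichment of 2.79 and a −log10 q of 5.80, and replicate 2 had a peak from 24329407 to 24329901 with a fold enrichment of 2.45 and a −log10 q of 3.98. The position 1.8 kb upstream of the start codon, 24329710, lay within the replicate 2 peak and outside the replicate 1 peak. The merged region had a global IDR of 0.287 and was not retained. The second intron (24332588 to 24333300), where CORE3 lies, held no peak in any of the 4 libraries.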

The CBS peak was not significant in our study, but was present in the *35S::CO* ChIP dataset, indicating weaker binding, whereas no binding could be confirmed around CORE3. 

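In the *aba1-6* background, neither replicate had a peak between 6 kb upstream of the *FT* start codon and 2 kb downstream of the gene, whereas both *SUC2::CO:CIT* replicates did. The depth of the libraries limits this comparison. A summit with the fragments of the *SUC2::CO:CIT* peaks next to the start codon, thinned to the reads of replicate 1 of *SUC2::CO:CIT aba1-6*, would reach the lowest −log10 p of the lists with a chance of 85.3% (from *SUC2::CO:CIT* replicate 1) or 73.6% (from replicate 2), with 11 fragments needed. At the reads of replicate 2 of *SUC2::CO:CIT aba1-6* the chance would be 20.5% or 14.8%, with 5 fragments needed and 3.12 or 2.77 expected. The same calculation overestimates over all peaks of *SUC2::CO:CIT* replicate 1. It gave 1.48 times the paper's number of subsampled peaks at the first depth and 2.51 times at the second. The chances at *FT* may thus be too high, but the excess at a single peak was not tested. By rank, the *SUC2::CO:CIT* peaks stood at 0.540 and 0.885 of the paper's number of peaks at the first depth, and at 3.75 and 6.33 times that number at the second. A peak of this size would thus mostly go undetected at the depth of replicate 2.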

Notably, the CORE1/2 peak was absent in *SUC2::CO:CIT aba1-6*, further supporting a role for ABA in promoting CO chromatin binding.

### ABA promotes RNA polymerase II recruitment to the *FT* promoter

To define the role of ABA in regulating the early transcriptional events at the *FT* promoter we monitored the RNAPol II recruitment. We assayed the Ser5 phosphorylated pool of RNAPol II, which in Arabidopsis is distributed over the transcribed region of regulated genes (Obermeyer *et al.*, 2023). In the WT at ZT12, we could detect a peak of RNAPol II enrichment primarily around the *FT* TSS (Fig. 5A; Supplementary Fig. S7). In the *co* and the *gi* mutants, RNAPol II occupancy was much reduced compared with the WT. These data indicate that the assay is a sensitive readout for CO-stimulated recruitment of RNAPol II to the *FT* promoter (although it does not imply a physical contact between CO and RNAPol II) (Fig. 5A). Remarkably, we observed a similar strong reduction in RNAPol II occupancy at the TSS in ABA-deficient mutants *aba1-6* and *aba2-1* (Fig. 5A). Ruling out a general defect in RNAPol II recruitment at actively transcribed genes in ABA-deficient or other mutants utilized in these assays, we observed no clear changes in RNAPol II occupancy at the TSS of *ACTIN2* and *YUCCA8* genes in the same panel of genotypes (Supplementary Fig. S8). Therefore, the reduced occupancy of RNAPol II could depend on the lower levels of CO recruitment to the *CORE1/2* region observed in ABA-deficient mutants. ABA signals promote the transcriptional activation of *CO* in Arabidopsis and other *Brassicaceae* (Yoshida *et al.*, 2010; Koops *et al.*, 2011; Zhang *et al.*, 2022), and we observed reduced *CO* transcript levels in ABA-deficient backgrounds, albeit only at the peak of *FT* accumulation (ZT16) (Fig. 2B). To verify further the post-transcriptional control of CO mediated by ABA and its impact on RNAPol II recruitment, we examined the same *FT* regions in *abscisic acid insensitive 1-1* (*abi1-1*) mutants. *abi1-1* encodes a dominant allele of ABI1 (encoding a PP2C) which severely impairs ABA signalling (Bertauche *et al.*, 1996). *abi1-1* plants show similar levels of *CO* transcript accumulation during the day, but diminished levels of *FT* accumulation (Riboni *et al.*, 2016). Consistent with this observation, RNAPol II occupancy was reduced in *abi1-1* mutants compared with the WT (Fig. 5B; Supplementary Fig. S9). Interestingly, RNAPol II recruitment in L.*er* (unlike Col-0) was reproducibly enriched primarily towards the *CORE1/2* regions. These results suggest that impairing ABA signalling may also cause similar reductions in CO occupancy at the *FT* promoter which impacts correct RNAPol II recruitment, despite RNAPol II positioning being subject to unknown ecotype-specific controls.

**Fig. 5.**
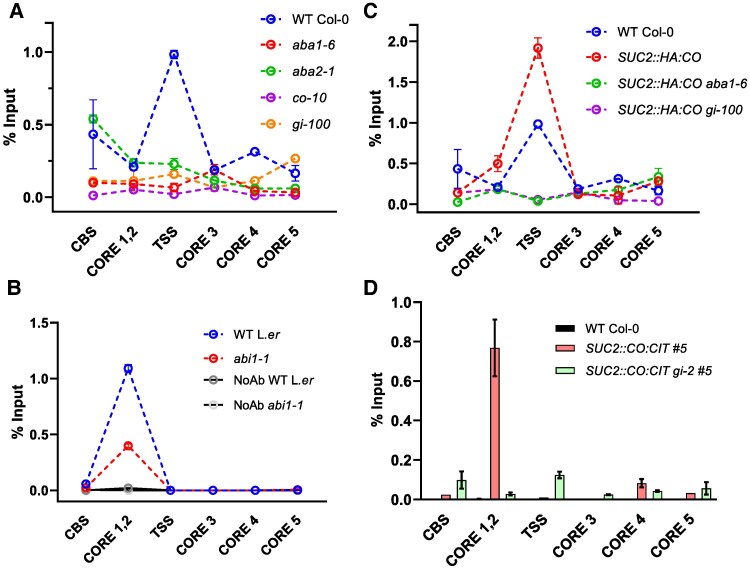
ABA production and signalling are required for proper RNAPol II recruitment at the TSS of *FT*. (A–C) RNAPol II deposition on the *FT* locus in the indicated genotypes expressed as a percentage of input. Each data point represents the mean ± SE (*n* = 4 technical replicates). Seedlings were grown for 12 d under LDs and harvested at ZT12. In (B), no antibody denotes a negative control for the ChIP assay. In (A) and (C), the WT Col-0 data are the same as samples derived from the same experiment. Independent experiments are shown as Supplementary Figs S7 and S9. (D) Relative enrichment of CO:CIT on the *FT* promoter in isogenic lines *SUC2::CO:CIT #5* (WT and *gi-2* mutant backgrounds) at ZT12. Non-transgenic, WT Col-0 was used as negative control. Bars are the mean ± SE (*n* = 4 technical replicates). An independent experiment is shown as Supplementary Fig. S5.

Finally, we assessed the role of ABA on RNAPol II recruitment to the *FT* promoter in the presence of constitutive CO accumulation, thus independently of ABA-mediated transcriptional effects on *CO*. We observed a clear decrease in RNAPol II enrichment at the TSS of *FT* in *SUC2::HA:CO aba1-6* compared with *SUC2::HA:CO*, which correlates with the reduced levels of CO occupancy at the *FT* promoter detected in previous ChIP assays (Fig. 5C; Supplementary Fig. S7). Notably, RNAPol II was more strongly enriched in *SUC2::HA:CO* plants compared with the WT, further supporting the limiting role of CO accumulation in RNAPol II recruitment.

### ABA and GI largely act in the same pathway to control CO recruitment to the *FT* promoter and promote floral transition

Previously we reported the key role for GI in mediating flowering under water deficit conditions (Riboni *et al.*, 2016). *gi* mutants are defective in *FT* up-regulation under control (Song *et al.*, 2014) or water deficit conditions (Riboni *et al.*, 2016) even in genetic backgrounds overexpressing *CO*. Consistent with these findings, we observed a strong reduction in RNAPol II recruitment to the TSS of *FT* in *SUC2::HA:CO gi-100* lines, suggesting that GI might also be important for CO recruitment (Fig. 5C; Supplementary Fig. S7). A ChIP assay using *SUC2::CO:CIT gi-2* #5 further revealed reduced levels of CO:CIT recruitment to the *CORE1/2* region compared with *SUC2::CO:CIT* #5 (Fig. 5D). However, flowering time of *SUC2::CO:CIT gi-2* #5 plants was similar to that of *SUC2::CO:CIT* #5, indicating that an excess of transgene-derived CO:CIT expression could ultimately compensate for its reduced recruitment observed at the *FT* promoter in *gi* mutants (Supplementary Fig. S10).

Because both ABA and GI mediate CO recruitment to the *FT* promoter, we tested whether they acted in the same genetic pathway. We thus compared flowering time (bolting time and leaf counts) of *SUC2::HA:CO aba1-6* and *SUC2::HA:CO gi-100* with triple mutants of *SUC2::HA:CO aba1-6 gi-100* under LDs. As expected, flowering time of *SUC2::HA:CO aba1-6* was significantly delayed compared with *SUC2::HA:CO* plants in terms of both number of rosette leaves (*P* = 0.01) and bolting time (*P* = 1.78E-11) (Fig. 6A; Supplementary Fig. S11). We did not detect a delay of flowering in any combination of *SUC2::HA:CO gi* mutants (i.e. *gi-2* and *gi-100*) compared with *SUC2::HA:CO* in terms of leaf numbers, but we observed a significant delay in days to flowering (*P* = 1.95E-05 for *SUC2::HA:CO gi-2*). Finally, we compared the impact of combined *aba1-6* and *gi-100* mutant alleles in the *SUC2::HA:CO* background. This showed a minor but significant (*P* < 0.01) aggravation of flowering time of *SUC2::HA:CO aba1-6 gi-100* compared with *SUC2::HA:CO aba1-6* in terms of rosette leaves but no consistent effects in days to flowering (Fig. 6A; Supplementary Fig. S11), suggesting a partially epistatic relationship between GI and ABA signalling in this process. We also scored the number of I1 co-florescences (Supplementary Fig. S11). I1 nodes were similarly reduced in *SUC2::HA:CO* plants and *SUC2::HA:CO gi* backgrounds. We observed a significant increase in I1 nodes in *SUC2::HA:CO aba1-6* (*P* = 0.002) but no further aggravation of this phenotype in *SUC2::HA:CO aba1-6 gi-100* mutant lines. Therefore, GI and ABA signalling action is largely non-additive to regulate flowering time and during inflorescence development in genetic backgrounds that overexpress *CO*.

**Fig. 6.**
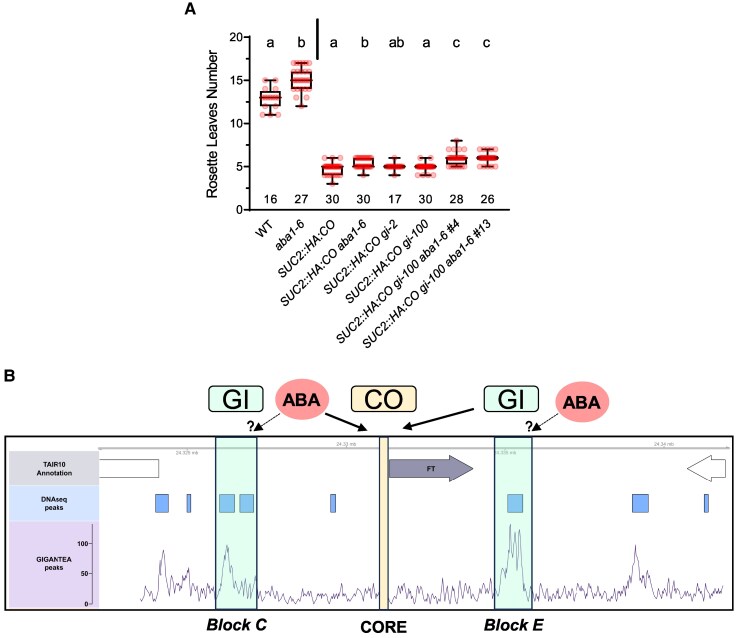
ABA signalling and *GI* act together to promoter CO recruitment to the *FT* promoter and regulate flowering time. (A) Boxplot of flowering time of the indicated genotypes and isogenic lines derived from the introgression of *SUC2::HA:CO* transgenes into *aba1-6* or *gi* mutant backgrounds. Note that for the *SUC2::HA:CO aba1-6 gi-100* combination, two sibling lines were analysed. An ANOVA test to assess the impact of mutations at the *ABA1* and *GI* loci on leaf number at bolting was run separately for transgenic (*SUC2::HA:CO*) and control plants (vertical bar). For both groups, genotype was a statistically significant predictor of leaf number at bolting (*P* < 0.001). Letters at the top of boxplots indicate if genotypes showed statistically significant differences (*P* < 0.05) according to a Tukey post-hoc test. The number of samples analysed for each genotype is shown at the bottom of the graph. (B) GI ChIP-seq peaks on the *FT* region coincide with DNase-accessible chromatin (referred to as enhancer Blocks C and E). CO recruitment to the CORE region is regulated by ABA and GI (thick arrows). ABA and GI might act independently to promote CO binding to the CORE region. ABA might also influence the accessibility of GI to Block C/E (dotted arrows), thus indirectly controlling CO recruitment.

## Discussion

Our study describes an as yet uncharacterized role for ABA on CO function. Since ABA biosynthesis and signalling are enriched in the phloem companion cells of the leaf (Mustilli *et al.*, 2002; Kuromori *et al.*, 2014), endogenous CO function might be subject to varying ABA accumulation, which is usually related to water deficit status. Our experiments do not imply a direct role for ABA in controlling CO function as this could be mediated by one or more CO-interacting protein(s) or factors that are not present in ABA-deficient plants. However, they establish a role for ABA and its signalling components in influencing *FT* promoter accessibility to CO (Fig. 3), particularly the *CORE1/2* region, subsequently leading to RNAPol II engagement at the *FT* 5'-untranslated region (UTR) (Fig. 5A).

Recent evidence supports the role of GI as a potential target of ABA action during DE. First, we previously highlighted the key role of GI in enhancing *FT* expression in response to ABA, and that GI function was sensitive to the ABA signalling status (Riboni *et al.*, 2016). Second, the epistatic interaction between *gi* and *aba1* mutants in the regulation of flowering time (bolting time in particular; Supplementary Fig. S11) of *SUC2::HA:CO* plants aligns with a model where ABA and GI could act in the same pathway to regulate CO recruitment to the *FT* promoter, although the regulatory role of ABA on GI function remains unknown. GI was shown to stimulate ABA production, which might suggest an indirect effect on CO recruitment exerted by GI (Baek *et al.*, 2020). However, we reported an increased levels of ABA sensitivity in *gi* plants under controlled water deficit conditions (Siemiatkowska *et al.*, 2022), suggesting that GI might be crucial for relaying ABA signalling upstream of *FT*. GI exerts a direct influence on *FT* activation by associating with its promoter (Sawa and Kay, 2011). To further define the sites of GI binding onto the *FT* regulatory region, we analysed GI ChIP-seq data describing the genome-wide occupancy of GI (Nohales *et al.*, 2019). GI-binding regions on the *FT* promoter (Fig. 6B) closely overlap with two DNase-accessible chromatin locations (Zhang *et al.*, 2012). These regions were functionally defined as Block C and E enhancers (Adrian *et al.*, 2010; Liu *et al.*, 2014; Zicola *et al.*, 2019). Block C contains NF-Y-binding sites, which facilitate looping with the *CORE* region and consequent *FT* transcriptional activation (Cao *et al.*, 2014; Siriwardana *et al.*, 2016). Block E sequence exhibits binding sites for different transcriptional regulators, including the *FT* repressor SCHLAFMUTZE (SMZ), which has been shown to bind to GI (Mathieu *et al.*, 2009; Sawa and Kay, 2011). While GI is unlikely to bind DNA and despite its molecular function still being unclear, it is required to control transcriptional events through direct interaction with specific transcriptional regulators (Sawa and Kay, 2011; Song *et al.*, 2014; Kubota *et al.*, 2017), possibly by acting as a general chaperone-like protein (Cha *et al.*, 2017). These observations could point to a model whereby GI controls CO recruitment through binding to Block E and C enhancers, perhaps by affecting local chromatin conformation or CO protein complex accessibility (Fig. 6B).

Different NF-Y-encoding genes act as regulators of ABA transcriptional responses (Kumimoto *et al.*, 2013; Song *et al.*, 2016), and *nf-yb2* mutants display an exaggerated delay in flowering time compared with WT controls under osmotic stress conditions (Chen *et al.*, 2007). Considering the mild flowering time defects of *nf-yb2* mutants under normal growth conditions (Kumimoto *et al.*, 2008), this observation may point to a specific requirement for the *NF-YB2* subunit in promoting flowering under osmotic stress, which is ABA regulated. A similar observation about the requirement for NF-Y in mediating ABA-dependent flowering derives from the lack of DE of *nf-yc3 yc4 yc9* mutants (Hwang *et al.*, 2019). Because NF-YB/C can form complexes with both CO and NF-YA subunits, their contribution in relaying ABA signals may depend on either CO, NF-YA, or both functions. Moreover, NF-YC subunits interact with the bZIP ABFs to promote the transcriptional activation of *SOC1* (Hwang *et al.*, 2019). Whether this model of interplay between ABFs and NF-YA/B/C can be applied to the *FT* promoter regulation is unclear, mainly because the ABFs do not appear to bind to the *FT* chromatin region (Song *et al.*, 2016; Hwang *et al.*, 2019). Intriguingly, recent data support the physical interaction between CO and ABF1/2/3/4 and their antagonistic roles at salinity-responsive genes promoters (Du *et al.*, 2023). Our ChIP-seq analyses revealed an over-representation of genes related to biotic and abiotic responses (particularly salt and water stress response) among bona fide CO direct targets (Fig. 4C) This points to a broader role for CO in influencing processes unrelated to flowering time regulation in Arabidopsis and other species (Du *et al.*, 2023; Biancucci *et al.*, 2025). It might also suggest a potential positive feedback mechanism, in which ABA mediates between abiotic stress levels and CO occupancy at regulated promoters. Previous reports have described direct links between ABA signalling and function of chromatin regulatory complexes that affect *FT* expression (Farrona *et al.*, 2004; Peirats-Llobet *et al.*, 2016; Katagiri *et al.*, 2024). Here, genetic and molecular evidence suggests that ABA might also act through GI-mediated recruitment of CO to regulate *FT* expression. Therefore, our data and experimental approaches offer new tools for investigating the ABA-dependent level of regulation of photoperiodic flowering.

## Supplementary Material

eraf199_Supplementary_Data

## Data Availability

The ChIPseq data from this study are available under the GEO accession number GSE291256.

# Supplementary material for: Abscisic acid and GIGANTEA signalling converge to regulate the recruitment of CONSTANS to the FT promoter and activate floral transition
**Source:** J Exp Bot. 2025 May 12;76(14):4085–100. doi: 10.1093/jxb/eraf199
**Supplement:** eraf199_Supplementary_Data

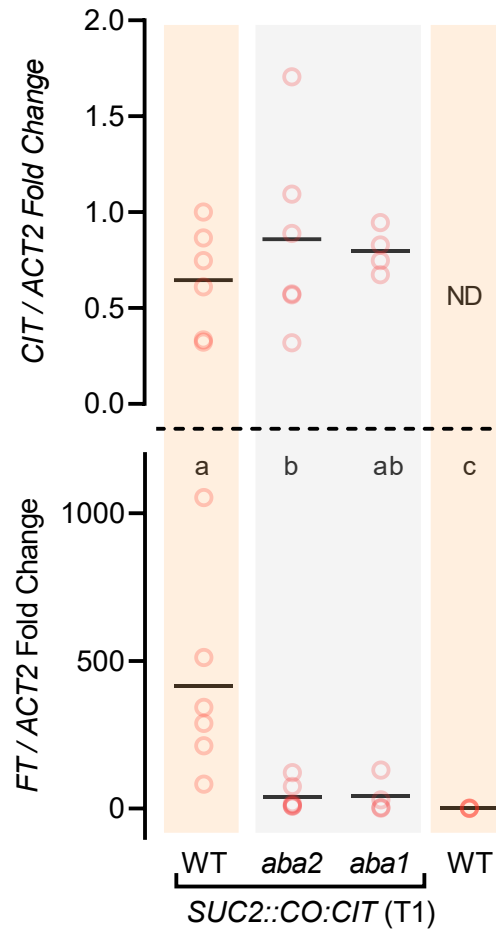

### Supplementary Figure S1. ABA promotes CO function and *FT* expression.

Real-Time qPCR detection of *CITRINE* (*CIT*, Top panel) and *FT* (bottom panel) transcripts accumulation. Horizontal Lines represent the mean fold change of *ACT2*-normalised *CIT/FT* accumulation. Each dot corresponds to a single 20-day-old T1 *SUC2::CO:CIT* transgenic plant (whole rosette,  $n = 4 - 7$ ) or fully expanded leaves of the wild type (empty vector control,  $n = 3$ ) harvested at ZT12. Values are relative to the geometric mean of the wild type (*FT* expression) or *SUC2::CO:CIT* (*CO:CIT* expression). ND = not determined. Plants were grown on soil under LDs. Letters at the top indicate statistically significant differences ( $p < 0.05$ ) according to a Tukey post-hoc test.

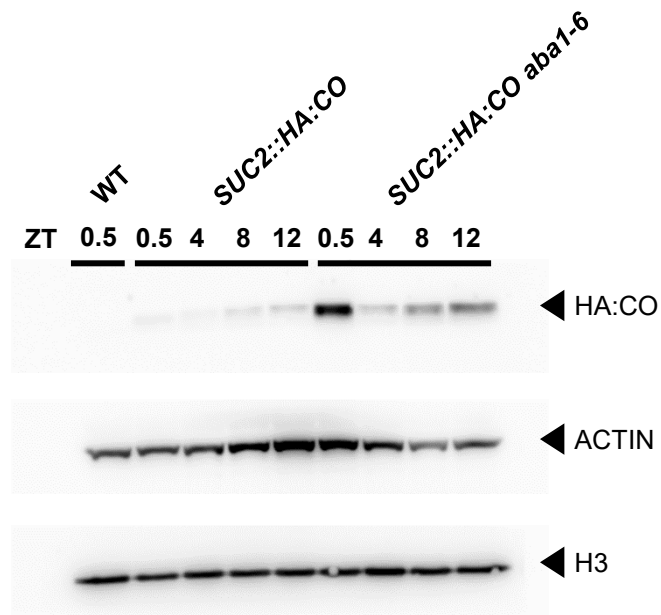

**Supplementary Figure S2. CO accumulation in ABA deficient mutants during the light phase.**

Immunoblot detection of HA:CO protein from total lysates derived from *SUC2::HA:CO* plants (WT or *aba1-6* backgrounds) assayed at the indicated ZT points under LDs. WT, non-transgenic plants served as a negative control, whereas the detection of ACTIN and Histone 3 (H3) afforded a loading controls.

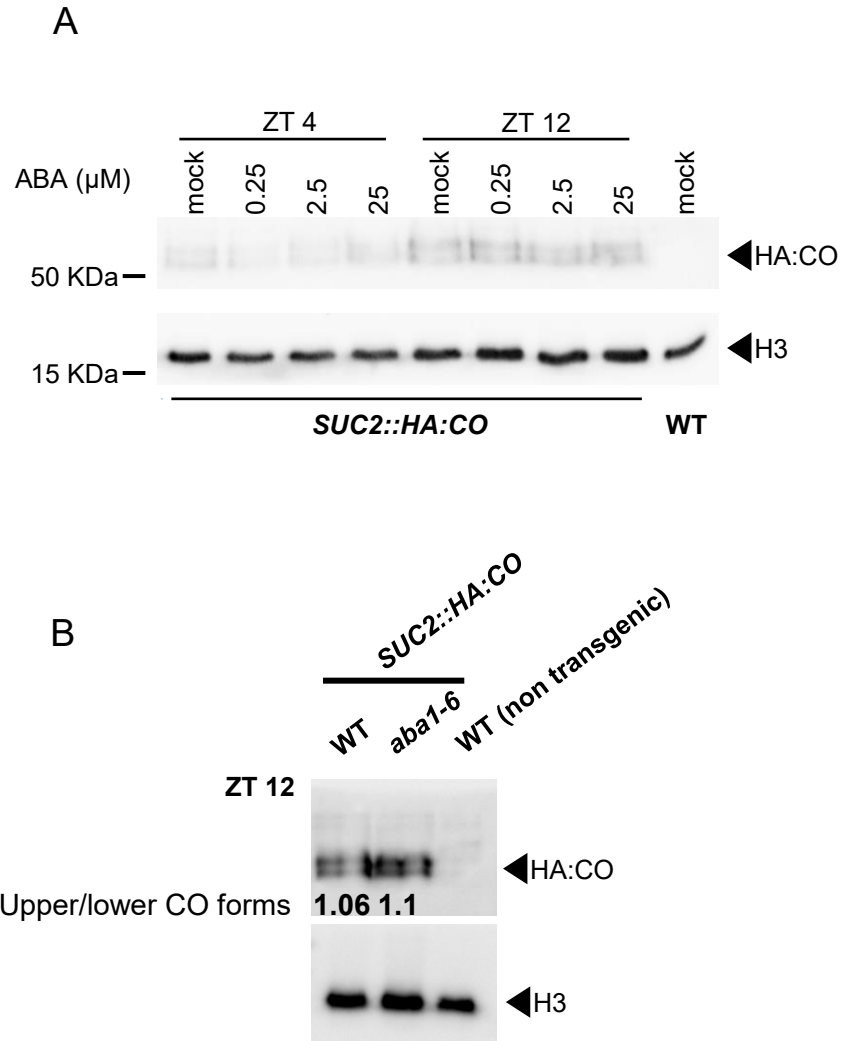

**Supplementary Figure S3. ABA does not alter CO accumulation or modifications.**

(A) Immunoblot detection of HA:CO protein from nuclear fractions derived from *SUC2::HA:CO* plants assayed at ZT4 and 12 under LDs. WT, non-transgenic plants served as a negative control, whereas the detection of Histone 3 (H3) afforded a loading control. Numbers refer to molecular mass according to the migration of a protein ladder. ABA (or mock solution carrying an appropriate amount of EtOH, the diluent for ABA) was applied at different concentrations ( $\mu\text{M}$ ) on soil (B) Immunoblot detection of HA:CO protein from nuclear fractions derived from *SUC2::HA:CO* (WT or *aba1-6*) plants assayed at ZT12 under LDs. Numbers below HA:CO band represent the ratio of the intensity of the upper and lower bands.

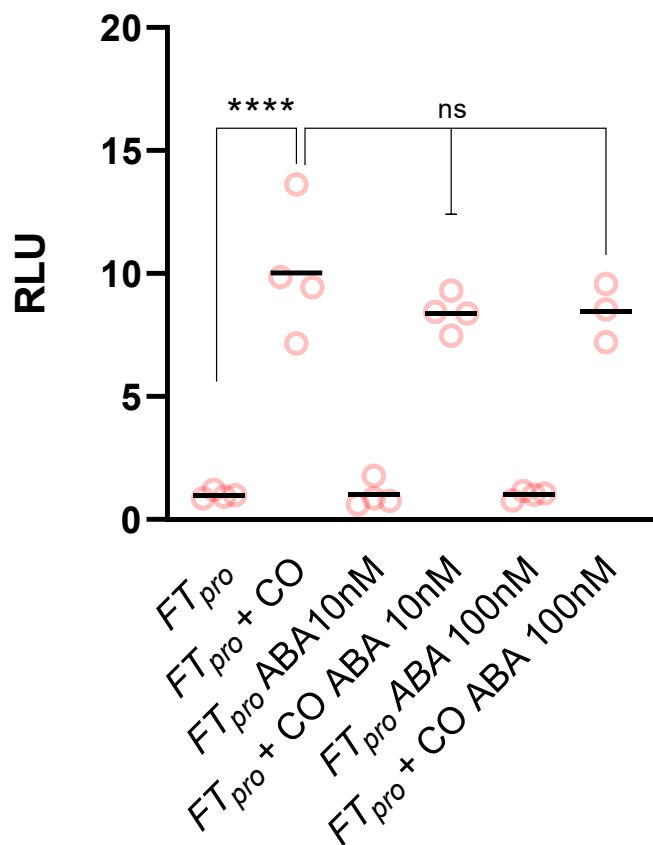

**Supplementary Figure S4. ABA does not affect CO-dependent activation of the *FT* promoter in protoplasts transient transformation.** Relative Light Units (RLU) for Luc/Ren activities measured in protoplasts transformed with combinations of *FTpro::LUC* reporter, *35S::CO* after incubations with different ABA concentrations. Asterisks denote a significant difference ( $p < 0.001$ ), ns = not significant

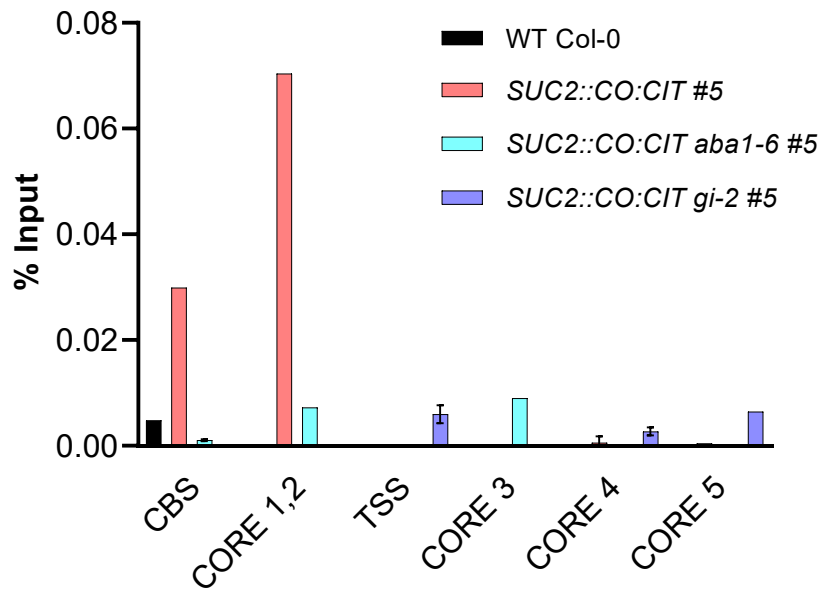

**Supplementary Figure S5. Biological replication of CO enrichment on the *FT* promoter.**

Relative enrichment of CO:CIT on the *FT* promoter in isogenic lines *SUC2::CO:CIT*#5 (WT *aba1-6* and *gi-2* mutant backgrounds). Non transgenic, WT (Col-0) was used as negative control. Bars are the mean  $\pm$  SE (n = 4 technical replicates).

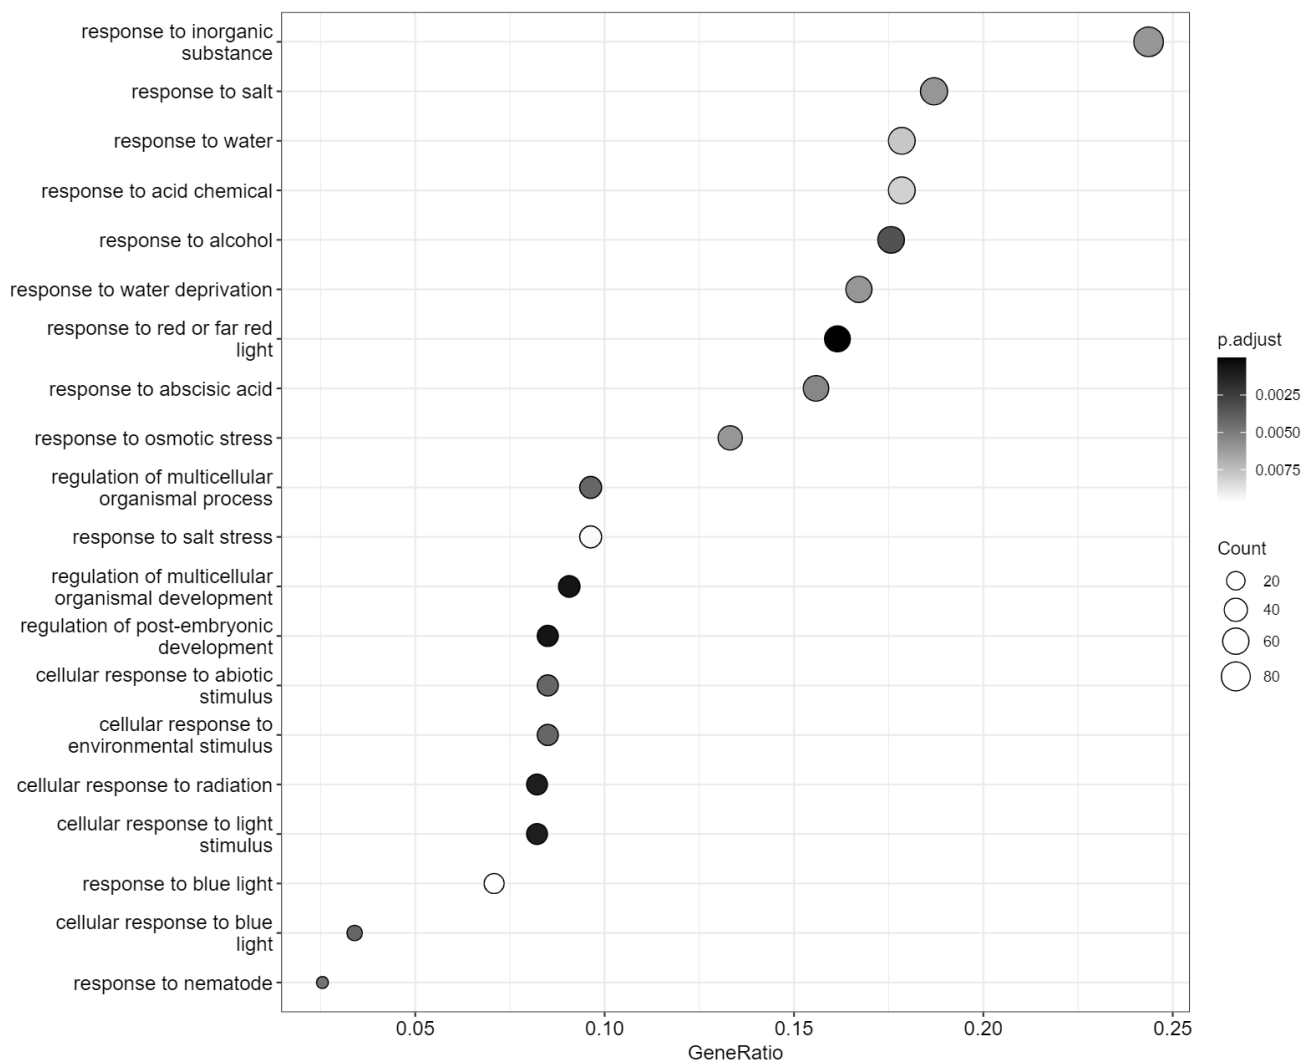

**Figure S6. Gene-set enrichment plot for biological process terms**

Data represent the functional classification of the Intersection between genes falling next to 35S::CO peaks and upregulated DEGs in 35S::CO (data from de los Reyes et al., 2024).

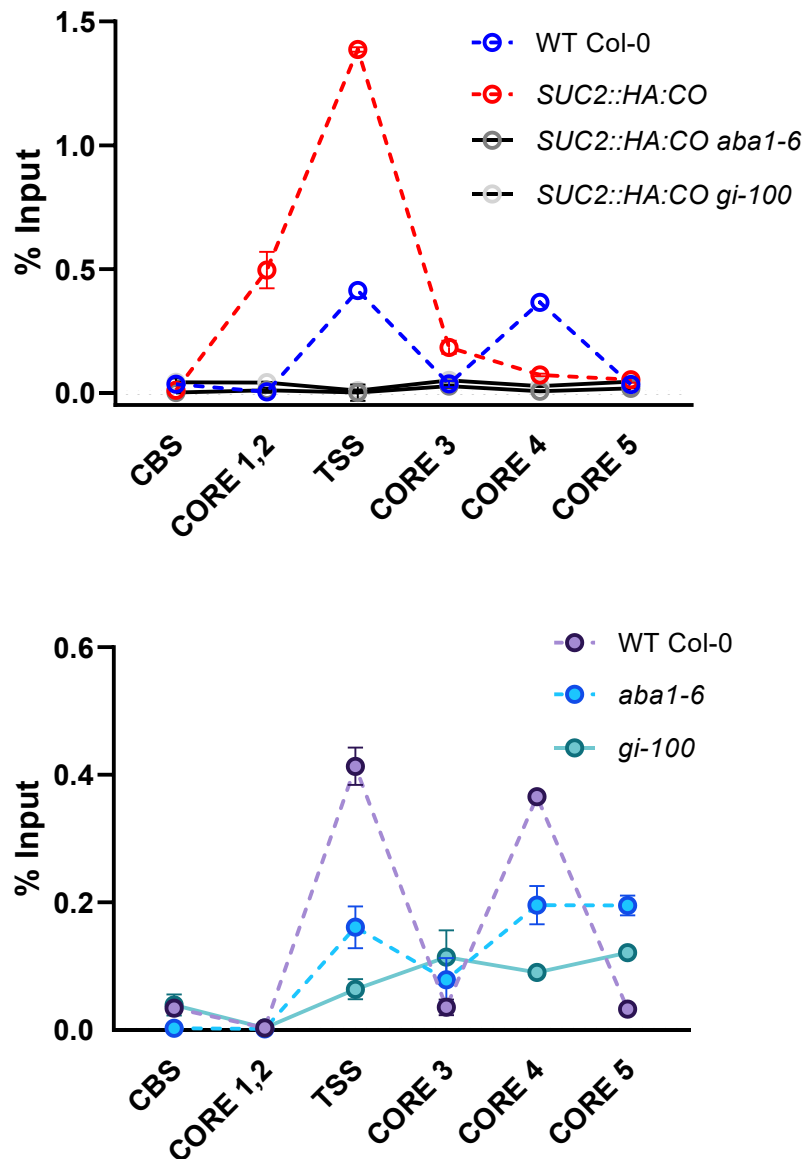

**Supplementary Figure S7. Biological replication of RNAPol II enrichment on the *FT* promoter.**

RNAPolII deposition (expressed as % of input) on the *FT* locus in the indicated genotypes. The same experiment was plotted in two separate graphs to emphasize the effect of *SUC2::HA:CO* on RNAPol II recruitment. Each point represents the mean  $\pm$  SE (n = 4 technical replicates).

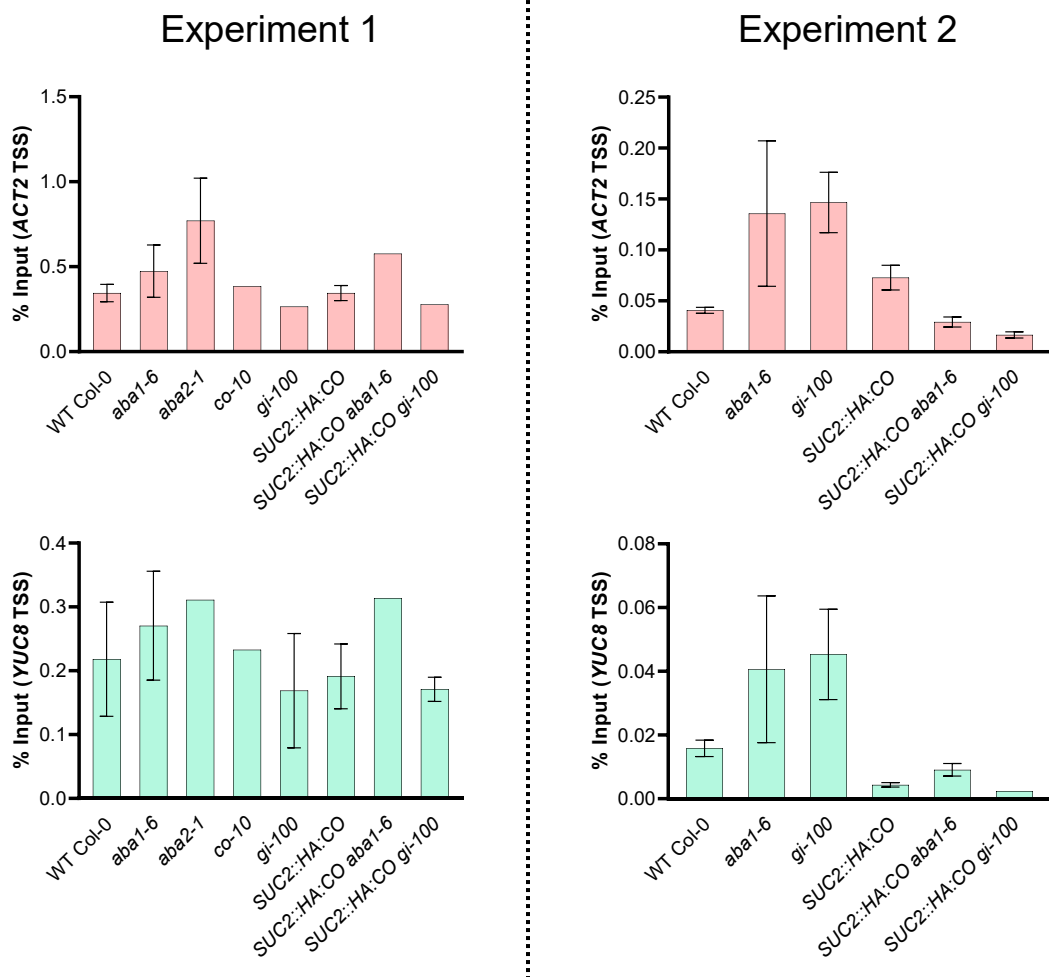

**Supplementary Figure S8. RNAPol II recruitment to the TSS of on *YUC8* and *ACT2* is not affected in ABA deficient or *gi* backgrounds.**

RNAPol II deposition on the TSS region (expressed as % of input) of the *ACT2* and *YUC8* loci in the indicated genotypes (experiments). Histograms represent the mean  $\pm$  SE (n = 4 technical replicates).

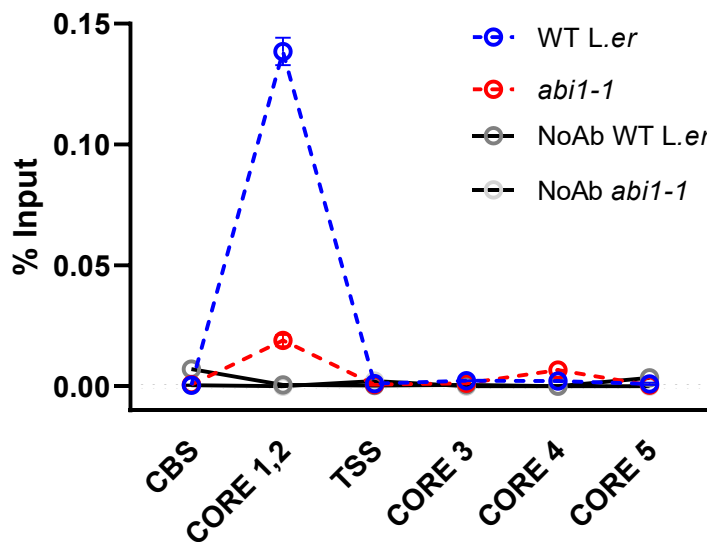

**Supplementary Figure S9. Biological replication of RNAPol II enrichment on the *FT* promoter.**

RNAPol II deposition (expressed as % of input) on the *FT* locus in the WT (L.er) and *abi1-1* mutant. No antibody denotes a negative control for the ChIP assay. Each point represents the mean  $\pm$  SE (n = 4 technical replicates).

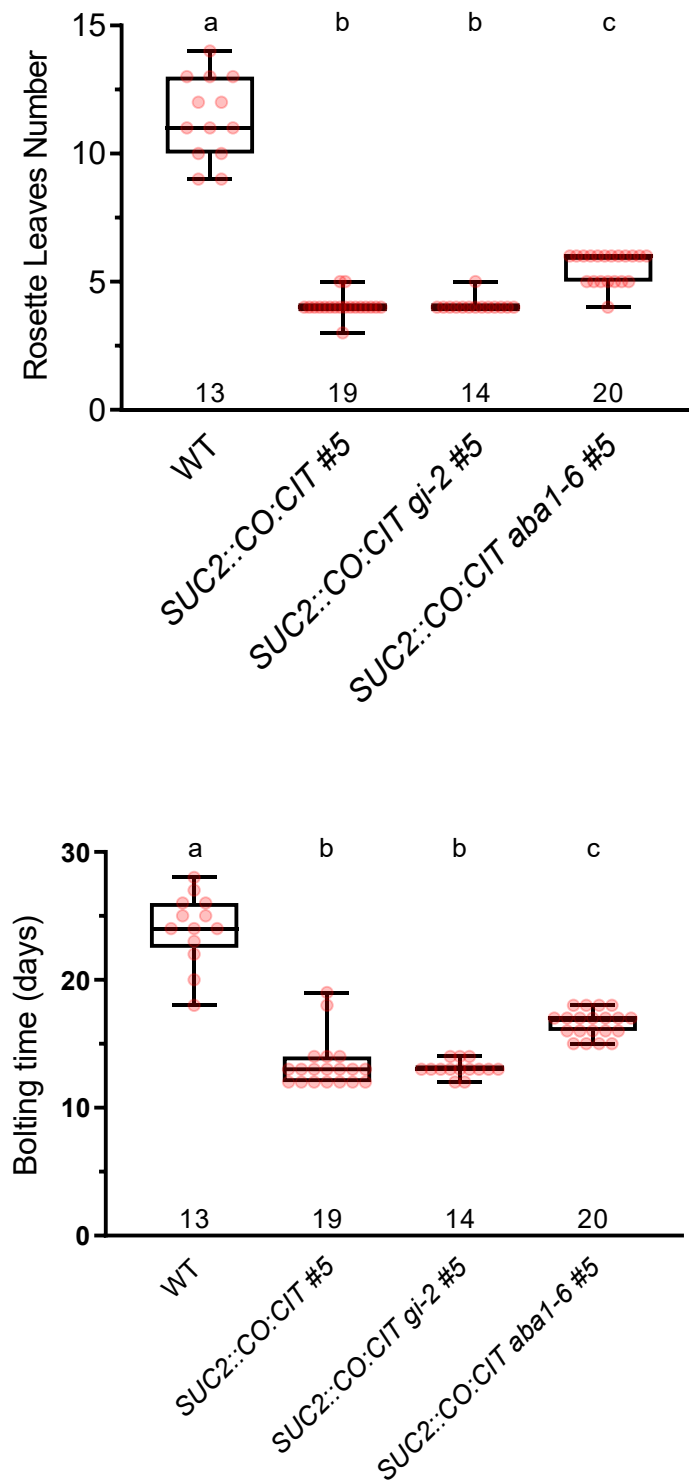

**Supplementary Figure S10. *gi* is insufficient to suppress *SUC2::CO:CIT*.** Boxplot of flowering time (rosette leaves number, top panel and bolting time, bottom panel) for the indicated genotypes. Isogenic lines *SUC2::CO:CIT* #5 *aba1-6* were included as a control. Different letters denote different ( $p < 0.05$ ) groups according to a Tukey post-hoc tests. The number of samples analysed for each genotype is shown at the bottom of the graph.

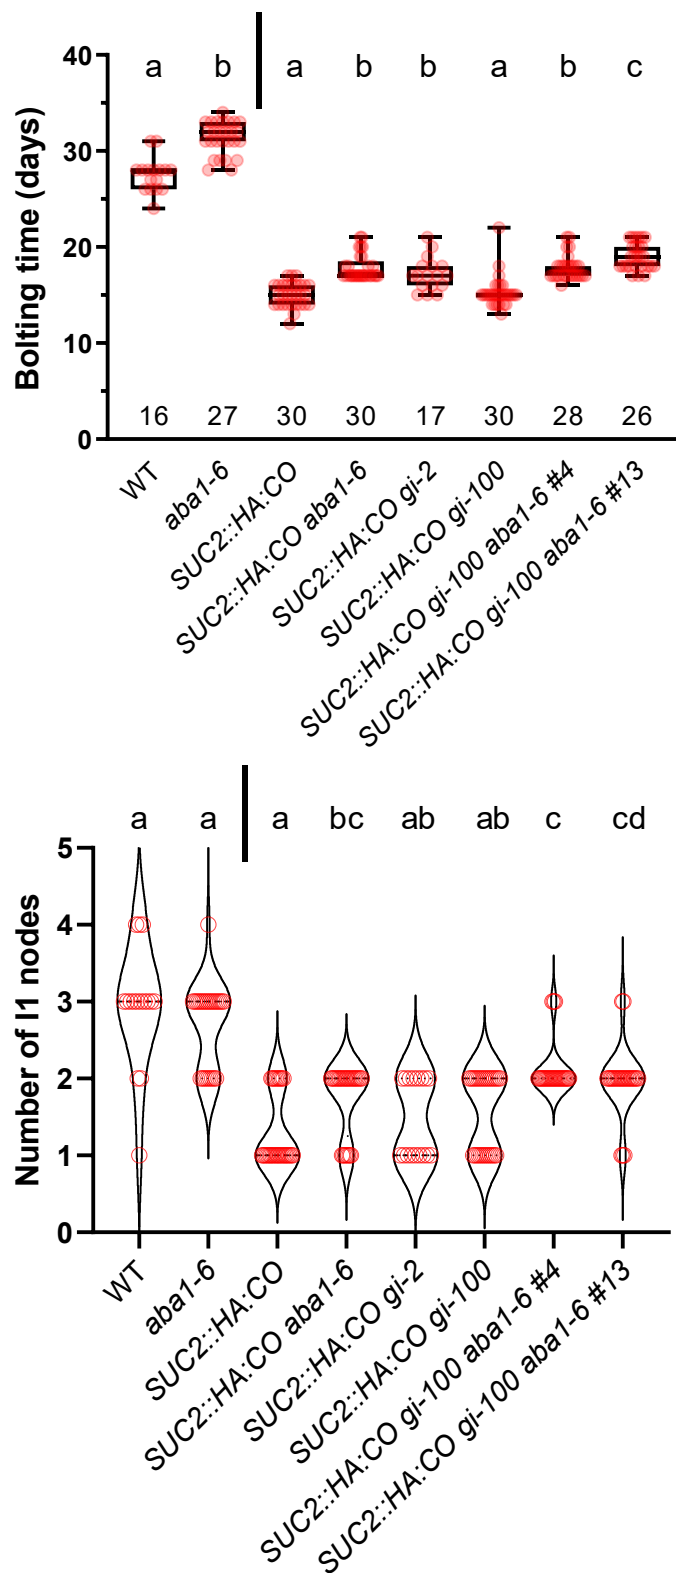

**Supplementary Figure S11. Effects of *gi* and *aba1* mutations in attenuating of *SUC2::HA:CO*.** Boxplot of bolting time (top) and violin plot of number of I1 nodes (bottom) of the indicated genotypes and isogenic lines derived from the introgression of *SUC2::HA:CO* transgenes into *aba1-6* and/or *gi* mutant backgrounds. ANOVA tests to assess the impact of mutations at the ABA and GI loci on days to bolting and number of I1 nodes were run separately for transgenic (*SUC2::HA:CO*) and non-transgenic plants (vertical bar). Letters at the top of boxplots indicate if genotypes showed statistically significant differences ( $p < 0.05$ ) according to a Tukey post-hoc test. The number of samples analysed for each genotype is shown at the bottom of the graph.

How the deposited data were processed for this re-analysis (not part of the article)

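The data were 4 lists of ChIP-seq peaks, from 2 replicates each of the *SUC2::CO:CIT* line and of its derivative in the *aba1-6* background, harvested at ZT12. The authors trimmed reads with fastp, mapped them with Bowtie2 to TAIR10.1 and called peaks in each ChIP library with macs2 against its own input, without pooling. The paper's text does not name the versions of these tools. The deposited fold enrichment is the ratio that macs2 gave of the fragments at the summit to the local background, with a pseudocount of 1 added to both. The pseudocount lowers the fold enrichment of peaks, most of all in replicate 2 of *SUC2::CO:CIT aba1-6*, where the background was 0.774 fragments, so that fold enrichments are not on the same scale in libraries of different depth. The deposited −log10 p-values and −log10 q-values were also given by macs2, the q-values adjusted within each library. The deposited score is 10 times the −log10 p, cut to a whole number, and was not used further. The other deposited value is the distance of the summit from the start of the peak, from which the authors' summit positions were taken. No IDR or greenscreen filter had been applied to these lists, since their numbers of peaks equal those in Table S2 before filtering. Input libraries entered only through the background that macs2 used for the fold enrichment, the p-values and the q-values.

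Samples were mapped to genotype, assay and replicate from their labels, the methods and Table S2. Depth was taken from the paper's Table S2, since peak lists carry no totals. The fragments at each summit and in its background were recovered as the whole number and Poisson rate that give both the deposited fold enrichment and the deposited p-value. On 5000 simulated peaks, 100% of the fragment numbers were recovered. The precision of a peak is set by these fragments, whose counting error is largest in *SUC2::CO:CIT aba1-6*.

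Computations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Gene models were those of the TAIR10.1 RefSeq annotation. Peaks were counted as deposited and compared between libraries by overlap of at least 1 bp. Numbers of peaks and library medians of the fold enrichment were compared between genotypes by exact permutation of the 4 libraries. Overlaps and shares of categories were set against 1000 random placements of the intervals on their own chromosomes. On 200 simulated pairs of unrelated lists, 12 gave a p-value of at most 0.05, and a planted overlap of 30% was measured as 30.6%. IDR was computed with a copula mixture model written for this purpose, with ties put in a random order, at a global IDR of at most 0.1, and regions in which the paper's greenscreen list lies were not removed. On 16000 simulated regions with 30% and 60% of reproducible ones, the model estimated 30.7% and 60.5%, and 9.75% and 10.8% of the retained regions were irreproducible. The model was also run with the fold enrichment as the ranking and in other orders of ties. Categories were assigned in the order promoter (1000 bp on either side of a start site), untranslated region, exon, intron, downstream (300 bp) and distal intergenic.

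The frequency of TGTG and its reverse complement CACA was counted in the 100 bp around each summit and in windows of the same width centred 300 bp to either side. On 2000 random summits, the ratio was 1.03, and it was 1.70 with a word planted at every second summit. The GC content was taken over the 200 bp around each summit, and GC-matched placements drew 200 sets of random positions with the same GC content. On 40 simulated pairs of unrelated AT-rich lists, placements without matching gave a p-value of at most 0.05 in 40 pairs and matched placements in 1. The number of peaks expected at lower depth was the sum over peaks of the Poisson chance that the thinned summit still reaches the lowest −log10 p of the lists. For 300 simulated summits, 232 were expected to pass and 232 passed on average. Windows upstream of genes and in introns were also compared within strata of GC content (Mantel-Haenszel ratio, with 500 bootstrap draws of blocks of 1 Mb), and on 60000 simulated windows planted ratios of 1 and 2 were measured as 1.04 and 2.18. The tests on GC content, on depth, on the local background and on other 4 bp words, the fold enrichment without its pseudocount and the other orders of ties were devised after values of the peaks had been seen, whereas the remaining tests and their alternatives were fixed before the data were examined.

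The paper gives −285 bp from the ATG for the TGTG motifs of its COREs and P1/2 sites together. The *FT* start codon was taken as that of the transcript with a TGTG word at this position. This choice was made after the peaks at *FT* had been seen, and the start codon of the other annotated transcript was tried as an alternative. Genes named here are those that the paper names and that could be looked up, the genes nearest to the 10 shared *SUC2::CO:CIT* regions with the largest minimum −log10 p, and those nearest to at most 10 shared *SUC2::CO:CIT aba1-6* regions by the same rule. *AT5G08450*, the peaks around the start of *GI* in *SUC2::CO:CIT aba1-6* and *CO* in replicate 1 of *SUC2::CO:CIT aba1-6* were singled out after their values were seen.

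Alternatives covered stricter limits on the q-value, other rules of overlap, other placements, other IDR limits and rankings, other promoter definitions, protein-coding genes only, each library left out in turn, and other motifs. Of the paper's Table S3, the first 1998 of its 7312 regions were held, so that no overlap or enrichment was computed on it. The expression data, the *35S::CO* peaks and the read coverage were not analysed here.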

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

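The search for peaks elsewhere at *FT* was fixed before the data were examined, and the shares of AT-rich windows by context come from a test written down before it was run. The tests on the local background, on copies, on fold enrichment and on base composition at *FT* were chosen only after the result was seen. Each result is a signal that the paper's text does not report for these libraries, above the input of its own library.

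The *SUC2* promoter, whose copy drives the transgene, carried a peak in both *SUC2::CO:CIT* libraries, from 8033177 to 8034823 on chromosome 1 of TAIR10.1 in replicate 1 and from 8033153 to 8034819 in replicate 2. The mean fold enrichment was 3.45, with 377 and 378 fragments at the summit. By the smaller −log10 p of both libraries this region stood at rank 6 of the shared regions, after 5 regions of the rDNA. No *SUC2::CO:CIT aba1-6* library had a peak there. The local background, which comes from the input, was 9.90 times the genome level in replicate 1 and 9.88 times in replicate 2. Additional copies of the promoter in the transgene would raise the input, but copies alike in ChIP and input would give a fold enrichment near 1, and the values of 3.39 and 3.51 argue against them as the whole cause. Enrichment at the transgene's copy and at the native copy, which have the same sequence, cannot be told apart in these lists. CO:CIT binding at either copy stays open and was not tested.

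Over *CO* itself, replicate 1 of *SUC2::CO:CIT aba1-6* had a peak from 5172008 to 5172595 on chromosome 5, with a fold enrichment of 1.96 and a local background of 10.4 times the genome level. No other library had a peak there. Copies alike in ChIP and input would give a fold enrichment near 1 here too, but the lists hold no input counts from which the error of the background could be taken, so that such copies cannot be told apart from enrichment at this place. The transgene's copy and the native gene cannot be told apart either, since both share the coding sequence. One library carries this peak, so that it has no replicate.

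At *FT*, peaks were also found in intron 1 and far upstream. The paper discusses Block C, an enhancer that overlaps a GI-binding region. Its text gives no coordinates, and Fig. 6B places it close to the far upstream peaks, so that these may lie in it or at its edge, which was not tested. The intron 1 peaks spanned 24331978 to 24332292 in replicate 1 and 24331934 to 24332255 in replicate 2 of *SUC2::CO:CIT*, with a mean fold enrichment of 3.12, and their merged region was not retained (global IDR 0.200). The upstream peaks began at 24325612 and 24325626, with a mean fold enrichment of 3.50, and their summits lay 5736 and 5790 bp upstream of the start codon. Their merged region was retained (global IDR 0.0538). The GC content around the summits was 21.5% and 22.5% in intron 1 and 19.5% and 22% upstream. Base composition may contribute to these peaks, since 27.9% of the windows with 20 to 25% GC within 1000 bp upstream of genes and 25.6% of those in introns held a shared summit. The far upstream summit of replicate 1 falls in the class of 0 to 20% GC, where the share was 49.6% within 1000 bp upstream of genes and 31.6% over 1000 bp from genes, and that of replicate 2 in the class of 20 to 25%, where the share over 1000 bp from genes was 22.4%. These shares count summits only, so that sites under the rest of a peak are left out. Over all replicate 1 peaks, intervals placed at random with matched GC content overlapped a replicate 2 peak in 69.4% of cases. Values of this size neither require nor exclude a peak at a given site, so that base composition and binding by CO:CIT cannot be told apart at *FT*. The same holds for the peak next to the start codon.

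The 25 regions shared by both *SUC2::CO:CIT aba1-6* libraries included 16 in the rDNA. The median fold enrichment over these 16 regions was 5.67 in replicate 1 and 9.68 in replicate 2, and the lowest was 3.63. Many copies of the rDNA collapse onto the reference, and the background was over 5 times the genome level in 13 and 12 of these 16 regions in replicates 1 and 2. Copies that are equally frequent in ChIP and input would give a fold enrichment near 1. The medians argue against such copies as the whole cause but cannot exclude them, since only regions called as peaks entered, which favours high values. An unequal share of rDNA in ChIP and input, and binding to it, stay open and were not tested.

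A peak over an exon of *AT5G08450* was present in both *SUC2::CO:CIT aba1-6* libraries, from 2730162 to 2730647 on chromosome 5 in replicate 1 and from 2730134 to 2730678 in replicate 2, and in no *SUC2::CO:CIT* library. The mean fold enrichment was 14.9, from 6.13 in replicate 1 and 23.7 in replicate 2. The local background was 1.00 times the genome level, which argues against reads of other copies collapsed onto this place. A difference between the genotypes at this locus, technical or biological, was not tested.

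Around the start of *GI* (8061751 to 8067790 on chromosome 1, forward strand), replicate 2 of *SUC2::CO:CIT aba1-6* had 3 peaks between 8060322 and 8062269, the last of which reached into the gene, with a largest fold enrichment of 7.31 from 12 fragments. The local background was at most 1.05 times the genome level, which argues against collapsed copies here too. Replicate 1 of *SUC2::CO:CIT aba1-6*, which had more reads, had no peak there, so that the signal has no replicate. Both *SUC2::CO:CIT* libraries also had peaks in the same stretch, with fold enrichments from 2.45 to 2.87.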

How the results depend on the processing

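Alternatives that matched random positions on GC content, that changed the order of ties in IDR, that used the other *FT* start codon and that left out the pseudocount of the fold enrichment were chosen after seeing the data, and the remaining ones were fixed before the data were examined. Of 89 alternatives over 12 results, 64 kept the direction and the side of the threshold or stayed within the spread or 1.5 times a count, 17 moved, 6 reversed and 2 fell short of the threshold. The causes were not tested unless stated.

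The ratio of peaks in *SUC2::CO:CIT* to *SUC2::CO:CIT aba1-6* ranged from 84.8 to 130 when each library was left out in turn. Counting identical intervals once changed nothing, since no list held repeated intervals. With same-numbered replicates taken as a block, the ratio was 105 (geometric mean of the pairs), with a smallest possible p of 0.5. The numbers are not known to pair the libraries, and 2 pairs are too few for a check. The share of shared peaks in either genotype stayed above random placement under every alternative computed for it.

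The retained regions fell from 7359 to 4539 and 753 with a −log10 q of at least 5 and 10, and to 2155 at a global IDR of 0.01, whereas 16861 peaks of replicate 1, in 16315 regions, were kept with overlap in place of IDR. With a −log10 q of at least 10, 4721 peaks of replicate 1 overlapped a replicate 2 peak before IDR, so that the fall to 753 is not only one of fewer peaks entering. The nearest genes followed, from 6267 to 4049, 730, 2015 and 11827, and to between 13864 and 14639 with 1 library alone. Other orders of ties gave 7329 to 7384 regions. IDR could not be fitted to *SUC2::CO:CIT aba1-6*, so that it has no alternatives.

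The promoter share was 69.2% at a −log10 q of at least 10 and 93.9% within 3000 bp, in both cases no longer beyond random placement (66.1% and 93.3%), and from 62.7% to 63.0% with 1 library alone. With promoters of 1000 bp upstream only, it was 58.7% against 42.9% by random placement (permutation of positions, two-sided p = 0.001). That placement was not matched on GC content. The distal intergenic share was from 26.7% to 26.8% with 1 library alone. Against GC-matched placements, the distal intergenic share of 24.1% lay below the random 30.7%, the reverse of the comparison with unmatched placements.

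The share of *SUC2::CO:CIT aba1-6* peaks found in *SUC2::CO:CIT* lay below random placement as deposited (5.20%) and reversed to above it with a −log10 q of at least 5 (32.7%) or 10 (42.4%), with an overlap of at least 50% (3.44%) and with summits within 100 bp (4.42%). It was from 5.20% to 5.88% with 1 *SUC2::CO:CIT* library alone. With either limit on q it rested on 9 peaks in each *SUC2::CO:CIT aba1-6* library, in regions with a raised local background. The difference in median fold enrichment (-0.769) was 2.22, the reverse, over the 150 strongest peaks, which were 89.3% and 58.1% of the *SUC2::CO:CIT aba1-6* lists and 0.712% and 0.660% of the *SUC2::CO:CIT* lists, so that neither direction is informative on binding. It was -2.85 without the pseudocount of 1, and from -1.38 to -0.160 with the pseudocount and each library left out in turn. The *FT* peak next to the start codon was present in 1 library at a −log10 q of at least 10, and in 2 under the other alternatives.

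The depth of *SUC2::CO:CIT aba1-6* limits what its lists can show, most of all in replicate 2, where the background was 0.774 fragments.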

Differences from the paper's values

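No value differed from the paper's by the criteria used, which were a gap beyond the replicate spread and a ratio above 1.5. The comparison of sites at *FT* was made after their positions were seen.

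The retained regions numbered 7359 against the paper's 7312, and the nearest genes 6267 against the paper's 5755. The promoter share was 66.3% against the paper's 60%, and the distal intergenic share 24.1% against the paper's 32%. Among the alternatives fixed before the data were examined, protein-coding genes only gave 55.9%, 34.6% and 5664 nearest genes, and summits in place of whole intervals gave 57.0% and 34.1%. The promoter share was also on the lower side of the paper's with promoters of 1000 bp upstream only, at 58.7%.

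The paper regards the CORE1/2 region as the main CO-binding site at *FT*, and its ChIP-qPCR gave much weaker enrichment at CORE3 and the CBS. By global IDR, a measure of consistent rank between replicates and not of binding strength, the region far upstream came first (0.0538). The region next to the start codon came second (0.0602). The fold enrichment was higher next to the start codon in replicate 1 (3.69 against 3.45) and higher far upstream in replicate 2 (3.55 against 3.30). The paper places the peak in the CORE1/2 region, whereas the deposited peaks ended 185 and 118 bp upstream of the TGTG word at −285 bp from the ATG. That word is the one farthest upstream in the 500 bp window, and which words form CORE1/2 was not established here.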

Other observations

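The test of AT-rich windows by genomic context was written down before it was run, although the base composition at summits and the shares of categories had been seen, and the tests of read number, DNA yield, base composition that differs between genotypes, *FT* and the AT-rich shared peaks at lower depth, windows matched on GC content and TGTG against other words were chosen only after the result was seen.

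Fewer peaks in *SUC2::CO:CIT aba1-6* than in *SUC2::CO:CIT*. The tables argue against the lower number of filtered mapped reads as the whole cause, since the paper's *SUC2::CO:CIT* libraries subsampled to the same reads had 58.0 and 5.35 times as many peaks as replicates 1 and 2 of *SUC2::CO:CIT aba1-6*, and the *SUC2::CO:CIT aba1-6* library with more reads had fewer peaks. A low DNA yield stays open. No DNA yields were available here, and the mapping rate was taken in their place. The mean mapping rate was 4.61 times as high in *SUC2::CO:CIT* (43.0%) as in *SUC2::CO:CIT aba1-6* (9.33%). This rate goes with the genotype, so that a low yield cannot be told apart from an effect of *aba1-6*. A base composition bias that differs between the genotypes' libraries may also contribute. The shared *SUC2::CO:CIT* peaks with a summit GC content of at least 35% were found in *SUC2::CO:CIT aba1-6* in 100% of cases and those below 25% in 0% and 0.0279%, but the former were 10 peaks in regions with a raised background, 9 of them over 5 times the genome level, so that GC content and repeats cannot be told apart. Weaker binding of CO:CIT in *aba1-6*, which the design names, stays open as well.

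The summits of *SUC2::CO:CIT* peaks lay in AT-rich sequence, and the strongest quartile of peaks by −log10 p had a lower mean GC content (18.8% and 19.1% in replicates 1 and 2) than the weakest quartile (24.4% and 24.7%). A base composition bias of the ChIP libraries against their inputs is a candidate explanation. It would raise AT-rich windows wherever they lie, and windows below 25% GC upstream of genes held a shared summit 1.12 times as often as those in introns, against the ratio of over 1.5 that was set for a preference for promoters. In windows of 0 to 20% GC the shares were 49.6% upstream of genes, 45.8% in introns and 50.8% in exons. Of windows over 1000 bp from genes, 31.6% held one, so that context is not without effect. In less AT-rich windows the shares upstream of genes and in introns were 5.57% and 3.08% at 25 to 30% GC, and 0.541% and 0.135% at 30 to 35%. Over 25 to 35% GC, windows upstream of genes held a shared summit 3.66 times as often as those in introns. The ratio was 1.73 (95% interval 1.55 to 1.93, bootstrap over blocks of 1 Mb) when matched on the GC content of the window. It was 1.26 (1.12 to 1.42) when matched on that of the 600 bp around it as well. An excess thus remained, but it shrank with each matching. Base composition left unmatched and a preference for promoters therefore cannot be told apart in this range. Binding of CO:CIT to AT-rich sequence would give the same pattern and was not tested, since no ChIP library of plants without the transgene was analysed here.

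TGTG, the core of the motif that the paper gives for CO binding, was less frequent at *SUC2::CO:CIT* summits than beside them, with a ratio of 0.674 and 0.675 in replicates 1 and 2 (sign-flip permutation over peaks, p = 0.001, the smallest that 1000 draws can give, a description of these libraries). In *SUC2::CO:CIT aba1-6* the ratio was 0.957 and 0.867 (p = 0.699 and 0.124 by the same permutation). Base composition is a candidate explanation, since the 52 words of 4 bp with 2 G or C bases had ratios from 0.411 to 0.705 in replicate 1 and from 0.437 to 0.704 in replicate 2, and the mean for TGTG, 0.674, lay within both ranges, at rank 7 and 9 from the top. CCACA gave a mean ratio of 0.420 and the G-box CACGTG 0.191.

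No peak was found in *SUC2::CO:CIT aba1-6* next to the *FT* start codon. For replicate 1, a lower number of reads alone would leave the *SUC2::CO:CIT* peak a chance of 85.3% or 73.6% of being called. The calculation used overestimates over all peaks, so that these chances may be too high. A miss at 1 site also decides little. The peak, at 21% GC, is one of the 14328 shared peaks below 25% GC, of which 73.7% were expected in replicate 1 by the same calculation and 0 were found, which argues against the number of reads as the whole cause for this set. For replicate 2, the chance at *FT* was 20.5% or 14.8% by this calculation, so that the reads alone would suffice for the absence there. They would not for the set, of which 19.3% were expected and 0.0279% found, so that reads and other losses cannot be told apart at *FT* in this library. From these lists, a low DNA yield, base composition and weaker binding of CO:CIT stay open for both. Apart from the lists, the paper's ChIP-qPCR at ZT12 in the same lines gave much lower CO:CIT enrichment at CORE1/2 in *aba1-6*. From that assay the paper proposes a role of ABA in CO recruitment there.

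Among the 10 strongest shared *SUC2::CO:CIT* regions, 5 lay in the rDNA and had peaks in *SUC2::CO:CIT aba1-6* as well. The regions at ranks 7 to 10 had fold enrichments from 7.69 to 9.36 and were nearest to *AT5G37790*, *WRKY60*, *AT1G06857* and *AT5G47940*. No *SUC2::CO:CIT aba1-6* library had a peak at these 4 regions.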
